# GlcNAc induces GlcNAc catabolic genes and inhibits filamentation via YlRep1-YlNgs1 signaling in the dimorphic yeast *Yarrowia lipolytica*

**DOI:** 10.1128/msphere.00477-25

**Published:** 2025-10-03

**Authors:** Zhen-Hua Wang, Meng-Yang Xu, Xiang-Dong Gao

**Keywords:** GlcNAc catabolism, filamentous growth, filamentation, dimorphic transition, dimorphism

## Abstract

Many fungal species can utilize *N*-acetylglucosamine (GlcNAc) as a carbon source. Studies in the pathogenic yeast *Candida albicans* have revealed that GlcNAc utilization and the induction of GlcNAc catabolic genes depend on the Ndt80 family transcription factor CaRep1 and the histone acetyltransferase CaNgs1. Additionally, GlcNAc induces filamentation via both alkalinization of the medium and CaNgs1 signaling. However, the roles of YlRep1 and YlNgs1 in GlcNAc catabolism and filamentous growth are not clear in the dimorphic yeast *Yarrowia lipolytica*. In this study, we demonstrate that YlRep1 and YlNgs1 are essential for the induction of GlcNAc catabolic genes in *Y. lipolytica*, which is similar to the function of CaRep1 and CaNgs1. YlRep1 and YlNgs1 interact physically and exhibit transcriptional activation activity on a reporter gene. Interestingly, unlike in *C. albicans*, GlcNAc inhibits filamentation in *Y. lipolytica*. This inhibition requires YlRep1-YlNgs1 but does not depend on the alteration of ambient pH. We show that YlRep1 and YlNgs1 co-repress a set of transcription factor and cell wall protein genes, some of which are associated with filamentation. Notably, this repression is independent of GlcNAc catabolism but requires the GlcNAc kinase, YlNag5.

**IMPORTANCE:**

GlcNAc has been used previously to induce filamentation in *Yarrowia lipolytica*, but often in combination with a citrate buffer at near-neutral pH. The exact role of GlcNAc in regulating filamentous growth is unclear. In this study, we report that GlcNAc inhibits rather than promotes filamentation in *Y. lipolytica*, and this function does not require GlcNAc catabolism or the alteration of ambient pH by GlcNAc catabolism. We show that YlRep1-YlNgs1 signaling, which activates GlcNAc catabolic genes, represses a set of filamentation-related genes and is a key regulator in the inhibition of filamentation by GlcNAc. This finding indicates that YlRep1-YlNgs1 has dual roles, functioning both in the activation of GlcNAc catabolic genes and the repression of filamentation-related genes in response to GlcNAc. These findings provide new insights into the regulatory mechanisms of GlcNAc catabolism and signaling in *Y. lipolytica*.

## INTRODUCTION

*Yarrowia lipolytica* is a nonconventional yeast with genomic, physiological, and metabolic characteristics that differ from those of the model yeasts *Saccharomyces cerevisiae* and *Candida albicans* (1). It has a wide range of industrial applications in the production of heterologous proteins, organic acids, terpenes, and biofuels (2, 3). Like other dimorphic yeasts, *Y. lipolytica* can switch from oval-shaped yeast form to filamentous forms, which is induced by environmental factors, such as carbon source, nitrogen source, temperature, pH, low oxygen, or osmotic pressure (4, 5). Dimorphic transition is considered a strategy for fungi to acquire nutrients and adapt to the environment (6). For some pathogenic fungi, such as the human pathogen *C. albicans*, the formation of hyphae promotes invasion into tissues and biofilm formation (7, 8).

*Y. lipolytica* can utilize different carbon sources, and cells exhibit different morphologies depending on the type of carbon sources available in the environment. In the presence of carbon sources, such as oleate, olive oil, and castor oil, *Y. lipolytica* cells typically remain in the oval-shaped yeast form (9, 10). However, when exposed to carbon sources, such as glucose, fructose, peptone, lactate, and citrate, *Y. lipolytica* cells elongate and develop filaments (5, 10). The molecular mechanisms that govern this morphological transition remain unclear. A recent study suggests that glucose-induced filamentation in *Y. lipolytica* is regulated by sugar signaling pathways, most likely via the cAMP-PKA-dependent pathway (11). Among the common carbon sources, glycerol is a preferred choice for *Y. lipolytica*, and cells grown in glycerol are in the yeast form (10). The conserved nutrient-sensing TORC1-Sch9 signaling pathway is involved in the inhibition of filamentation by glycerol (10).

*N*-acetylglucosamine (GlcNAc) is another carbon source that *Y. lipolytica* can utilize. This amino sugar is the building block of important biological molecules, such as cell wall peptidoglycan in bacteria, cell wall chitin in fungi and parasites, exoskeletons of arthropods, and the extracellular matrix of animal cells (12, 13). GlcNAc can be utilized as a carbon source and nitrogen source by most bacteria and fungi, except for some species such as the model yeasts *S. cerevisiae* and *Schizosaccharomyces pombe,* because they lack GlcNAc catabolic genes (13). In fungi, GlcNAc is catabolized to fructose-6-phosphate in a stepwise manner by GlcNAc transporter, GlcNAc kinase, GlcNAc-6-phosphate deacetylase, and glucosamine-6-phosphate deaminase, which are encoded by *NGT1*, *HXK1*/*NAG5*, *DAC1/NAG2*, and *NAG1*, respectively (13–15). The phosphorylated form of GlcNAc, GlcNAc-6-phosphate, is a precursor of uridine diphosphate-GlcNAc (UDP-GlcNAc), which is important for synthesizing cell wall chitin in fungi and the extracellular matrix in animal cells, as well as other cellular processes. There is a reverse pathway to synthesize GlcNAc-6-phosphate from fructose-6-phosphate, which is important when GlcNAc is absent in the environment (13).

In addition to the roles of an energy source and components of cell-surface structure, extracellular GlcNAc is also a signaling molecule. GlcNAc can downregulate the production of curli, extracellular surface fibers that function in biofilm formation in the bacteria *Escherichia coli* (16). In animal cells, increased GlcNAc can stimulate O-linked attachment of GlcNAc to nuclear and cytoplasmic proteins, which modulates signaling and influences protein expression, degradation, and trafficking (17). In the human pathogen *C. albicans*, GlcNAc induces filamentation, white-opaque transition, and GlcNAc-induced cell death (15). GlcNAc is also a potent inducer of the yeast-to-filament transition in two thermally dimorphic fungi, *Histoplasma capsulatum* and *Blastomyces dermatitidis* (18).

The fungal GlcNAc sensor Ngs1 was first discovered in *C. albicans* (19). It is an *N*-acetyltransferase related to the *S. cerevisiae* histone acetyltransferase Gcn5. GlcNAc binds to CaNgs1 and activates its *N*-acetyltransferase activity. CaRep1, a negative regulator of *MDR1* transcription, is essential for growth on GlcNAc in *C. albicans* (19, 20). It is an Ndt80 family transcription factor, which also includes CaNdt80 and CaRon1 (21, 22). Because CaNgs1 does not bind to DNA, CaRep1 recruits CaNgs1 to the promoters of target genes, where CaNgs1 activates gene expression by histone acetylation (19). The Rep1-Ngs1 signaling is essential for GlcNAc utilization and the induction of GlcNAc catabolic genes in response to GlcNAc. In the filamentous fungus *Trichoderma reesei*, Ngs1 and the transcription factor Ron1 (ortholog of *C. albicans* CaRep1 but not CaRon1) are also essential for GlcNAc catabolism (23, 24).

In addition to GlcNAc utilization, CaNgs1 but not CaRep1 is also important for GlcNAc-induced filamentation (19, 22). Ca*ngs1*Δ cells and Ca*ngs1*Δ Ca*hxk1*Δ cells were severely defective in hyphal development in medium containing both GlcNAc and galactose. Moreover, CaNgs1 is essential for the induction of hyphal-specific genes by GlcNAc (19). In *Candida tropicalis*, which is closely related to *C. albicans*, GlcNAc strongly inhibits hyphal growth (25), and this inhibition requires CtRep1 (26). The Ndt80 family transcription factor CtRon1 also regulates filamentation. However, it is required for serum-induced filamentation but not for the inhibition of filamentation by GlcNAc (26).

Here, we show that, similar to *C. albicans*, YlRep1-YlNgs1 is necessary for the induction of GlcNAc catabolic genes in response to GlcNAc in *Y. lipolytica*. However, unlike in *C. albicans*, GlcNAc inhibits filamentation in *Y. lipolytica*. This inhibition is independent of GlcNAc catabolism but requires both YlRep1-YlNgs1 and the GlcNAc kinase YlNag5. Therefore, YlRep1-YlNgs1 plays dual and opposing roles in GlcNAc-regulated catabolism and dimorphic transition in *Y. lipolytica*.

## RESULTS

### *Y. lipolytica* shares a similar GlcNAc catabolic pathway and YlRep1-YlNgs1 regulation of GlcNAc catabolic genes with *C. albicans*

Similar to *C. albicans*, GlcNAc catabolism in *Y. lipolytica* is thought to require stepwise reactions catalyzed by YlNgt1, YlNag5, YlDac1, and YlNag1 (14) (Fig. 1A). We found that Yl*ngt1*Δ, Yl*nag5*Δ, Yl*dac1*Δ, and Yl*nag1*Δ cells failed to grow in GlcNAc medium but grew well in glucose medium (Fig. 1B), indicating that the four proteins are essential for GlcNAc utilization. Yl*dac1*Δ and Yl*nag1*Δ cells also failed to grow in the medium containing both glucose and GlcNAc (Fig. 1B), resembling the growth defect observed in *C. albicans* Ca*dac1*Δ and Ca*nag1*Δ cells (27). This finding suggests that the accumulation of metabolic intermediates is toxic to the cells. Similar to what is observed in *C. albicans*, GlcNAc strongly induced the expression of Yl*NGT1*, Yl*NAG5*, Yl*DAC1*, and Yl*NAG1* genes in *Y. lipolytica* (Fig. 1C). Interestingly, the strong induction of these genes by GlcNAc persisted even in the presence of a high concentration of glucose (1%). These results suggest that *Y. lipolytica* shares a similar GlcNAc catabolic pathway with *C. albicans*.

**Fig 1:**
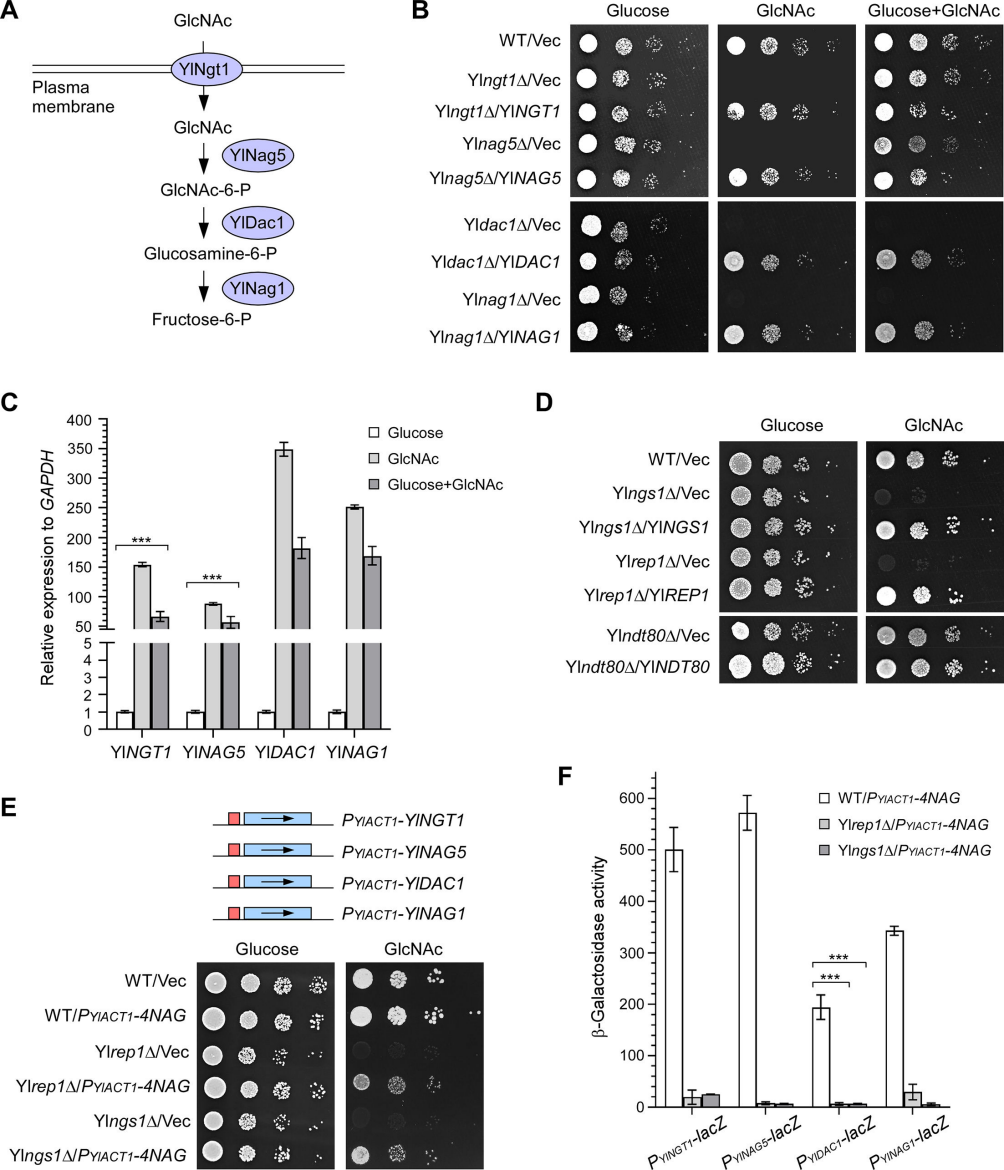
GlcNAc induces GlcNAc catabolic genes in a YlRep1- and YlNgs1-dependent manner in *Y. lipolytica*. (**A**) The GlcNAc catabolic pathway in *Y. lipolytica*. (**B**) Yl*NGT1*, Yl*NAG5*, Yl*DAC1*, and Yl*NAG1* genes are essential for growth in GlcNAc medium. Wild-type (WT), Yl*ngt1*Δ, Yl*nag5*Δ, Yl*dac1*Δ, and Yl*nag1*Δ cells carrying pINA445 (Vec) or pINA445-Gene were spotted at 1:10 serial dilution on YNB agar containing the indicated sugar. Pictures were taken after 2 days at 30°C. (**C**) GlcNAc induces the expression of Yl*NGT1*, Yl*NAG5*, Yl*DAC1*, and Yl*NAG1* genes. The transcription levels of these genes in wild-type cells grown in liquid YNB medium containing the indicated sugar were determined by qRT-PCR and normalized to glyceraldehyde-3-phosphate dehydrogenase (*GAPDH)*. (**D**) GlcNAc catabolism depends on YlRep1 and YlNgs1 but not YlNdt80. Wild-type (WT), Yl*ngs1*Δ, Yl*rep1*Δ, and Yl*ndt80*Δ cells carrying pINA445 (Vec) or pINA445-Gene were spotted at 1:10 serial dilution and grown on YNB-Glucose and YNB-GlcNAc agar for 2 d at 30°C. (**E**) Yl*ngs1*Δ and Yl*rep1*Δ cells carrying *P_YlACT1_-4NAG* grow in GlcNAc medium. Wild-type (WT), Yl*rep1*Δ, and Yl*ngs1*Δ cells carrying pYL27 (Vec) or pYL27-4NAG (*P_YlACT1_-4NAG*) were spotted at 1:10 serial dilution and grown on YNB-Glucose and YNB-GlcNAc agar for 2 days at 30°C. The plasmid pYL27-4NAG carries Yl*NGT1*, Yl*NAG5*, Yl*DAC1*, and Yl*NAG1* genes under the control of the Yl*ACT1* promoter. (**F**) YlRep1 and YlNgs1 are essential for the induction of GlcNAc catabolic genes by GlcNAc. Wild-type (WT), Yl*rep1*Δ, and Yl*ngs1*Δ cells carrying both pYL25-4NAG (*P_YlACT1_-4NAG*) and pINA445-P_Gene_-*lacZ* were grown in YNB-GlcNAc medium. β-Galactosidase activities of *promoter-lacZ* constructs were measured. All the spot plate assays were done at least three times on different days. For qRT-PCR and β-galactosidase assays, mean data ± standard deviation from three independent experiments carried out on different days were plotted. The unpaired two-tailed Student’s *t*-test was used to examine the statistical significance of the difference between two samples. Statistically significant differences are indicated by the asterisks (***, *P* < 0.001).

In *C. albicans*, the histone acetyltransferase CaNgs1 serves as the GlcNAc sensor and transducer (19). CaNgs1 is constitutively targeted to the promoters of GlcNAc-inducible genes via the Ndt80 family transcription factor CaRep1, and both CaNgs1 and CaRep1 are required for the transcriptional activation of GlcNAc catabolic genes (19, 21). We identified YlNgs1 (YALI0E20185p, 28.0% identity) and YlRep1 (YALI0D24860p, 24.9% identity) as the *Y. lipolytica* orthologs of *C. albicans* CaNgs1 and CaRep1, respectively. *Y. lipolytica* also contains another Ndt80 family transcription factor, YlNdt80 (YALI0B14773p), which shares 34.0% and 31.8% amino acid sequence identity to CaNdt80 and CaRon1, respectively, but very low homology to CaRep1.

Similar to *C. albicans* Ca*rep1*Δ and Ca*ngs1*Δ cells, *Y. lipolytica* Yl*rep1*Δ and Yl*ngs1*Δ cells were severely impaired in growth on GlcNAc medium (Fig. 1D), indicating that YlRep1 and YlNgs1 may have similar roles in regulating GlcNAc catabolism as their orthologs in *C. albicans*. In contrast, Yl*ndt80*Δ grew well on GlcNAc medium (Fig. 1D), suggesting that YlNdt80 is not involved in GlcNAc catabolism.

To examine whether YlRep1 and YlNgs1 are required for the induction of GlcNAc catabolic genes by GlcNAc, and more importantly, to examine the morphology of Yl*rep1*Δ and Yl*ngs1*Δ cells grown in GlcNAc medium (see later section), we constructed a plasmid that carries Yl*NGT1*, Yl*NAG5*, Yl*DAC1*, and Yl*NAG1* genes, each of them was under the control of the strong constitutive promoter of Yl*ACT1* (encodes actin) (Fig. 1E, upper panel). As expected, growth was restored in Yl*rep1*Δ and Yl*ngs1*Δ cells carrying *P_YlACT1_-4NAG* in GlcNAc medium, although it was significantly slower than that of wild-type cells (Fig. 1E, lower panel). By using *promoter-lacZ* reporters, we found that *P_YlNGT1_-lacZ*, *P_YlNAG5_-lacZ*, *P_YlDAC1_-lacZ*, and *P_YlNAG1_-lacZ* reporters exhibited high levels of expression in wild-type cells grown in GlcNAc medium. In contrast, their expression levels were very low in Yl*rep1*Δ or Yl*ngs1*Δ cells carrying *P_YlACT1_-4NAG* (Fig. 1F). This result indicates that YlRep1 and YlNgs1 are essential for the induction of GlcNAc catabolic genes in response to GlcNAc.

Together, our results suggest that the GlcNAc catabolic pathway and YlRep1-YlNgs1 regulation of GlcNAc catabolic genes in *Y. lipolytica* are similar to those of *C. albicans*.

### YlRep1 and YlNgs1 interact physically, and YlRep1-YlNgs1 activates a reporter gene interdependently

In *C. albicans*, CaRep1 recruits CaNgs1 to the promoters of GlcNAc-inducible genes (19). Similar to CaRep1 and CaNgs1, yeast two-hybrid analysis showed that YlRep1 and YlNgs1 also interact physically (Fig. 2A). Surprisingly, this interaction appears to be mediated by the C-terminus of YlRep1 rather than the N-terminus. This is unexpected, as a recent report showed that CaNgs1 binds to the N-terminus of CaRep1 (28). This discrepancy suggests that notable differences exist between YlRep1 and CaRep1.

**Fig 2:**
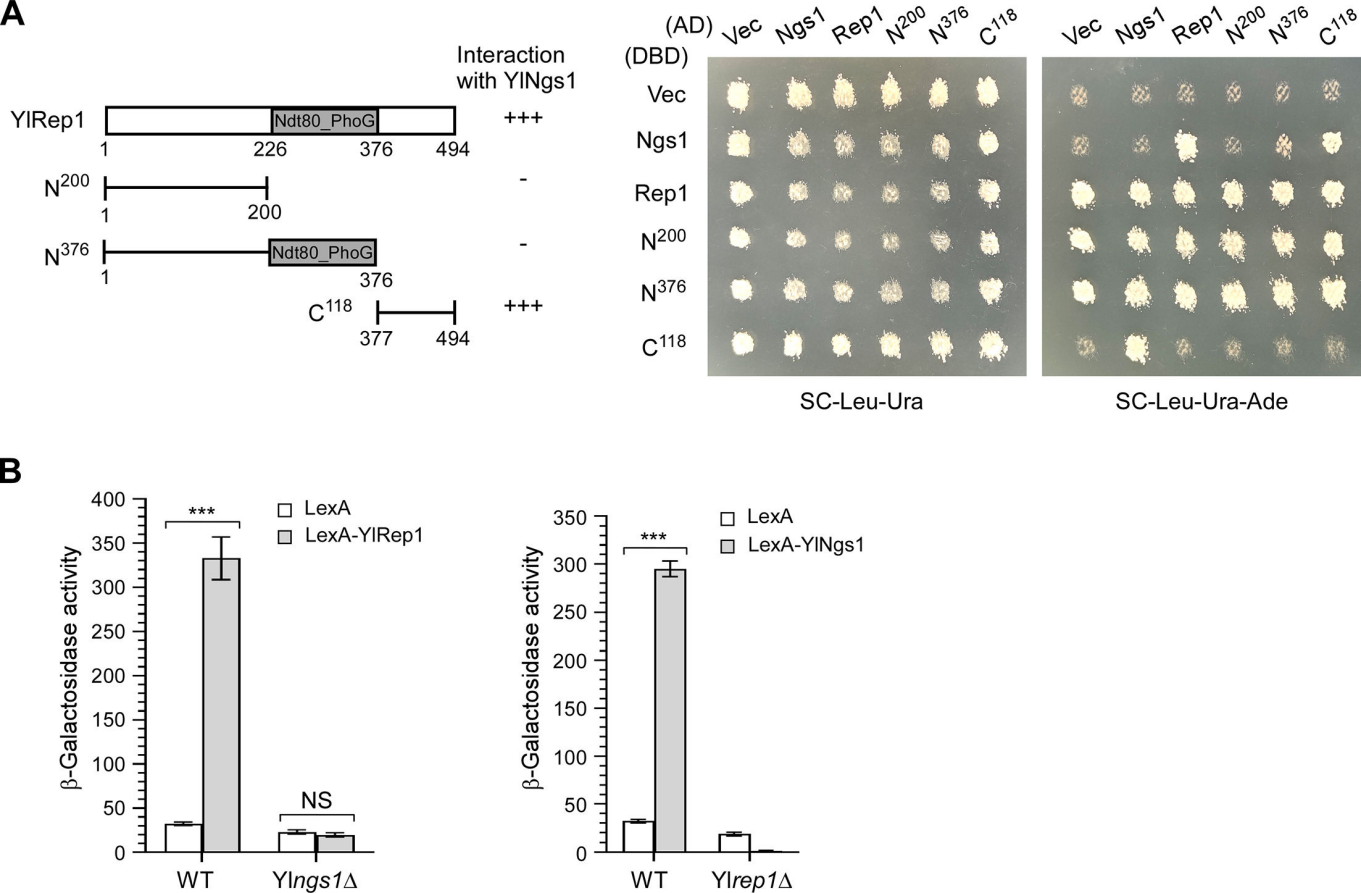
YlRep1 interacts with YlNgs1, and YlRep1-YlNgs1 activates a reporter gene in an interdependent manner. (**A**) Two-hybrid assay between YlRep1 and YlNgs1. pGBDU-C1 (Vector, containing DNA-binding domain, DBD), pGBDU-YlNGS1, pGBDU-YlREP1, and YlREP1 segments were paired with pGAD-C1 (Vector, containing activation domain, AD), pGAD-YlNGS1, pGAD-YlREP1, and YlREP1 segments. Cells were grown on an SC-Leu-Ura plate and then replica plated to an SC-Leu-Ura-Ade plate. Pictures were taken after 2 days at 30°C. The YlRep1 segments are depicted. The strength of interaction is indicated from strong (+++) to no effect (−). Note that full-length YlRep1, YlRep1-N^200^, and YlRep1-N^376^ exhibited auto-activation activity when fused to Gal4-DBD. The two-hybrid assay was done three times on different days. (**B**) YlRep1 and YlNgs1 activate *lexAop-P_YlLEU2_-lacZ* expression in an interdependent manner. Plasmids pYL21-LexA and pYL21-LexA-YlREP1 were transformed into wild-type and Yl*ngs1*Δ cells carrying the reporter plasmid pINA445-lexAop-P_YlLEU2_-lacZ. Similarly, plasmids pYL21-LexA and pYL21-LexA-YlNGS1 were transformed into wild-type and Yl*rep1*Δ cells carrying the reporter plasmid pINA445-lexAop-P_YlLEU2_-lacZ. Cells were grown in liquid YNB-Glucose + GlcNAc medium. Cell lysates were measured for β-galactosidase activity. Mean data ± standard deviation from three independent experiments done on different days were plotted. The unpaired two-tailed Student’s *t*-test was used to examine the statistical significance of the difference between two samples. Statistically significant differences are indicated by the asterisks (***, *P* < 0.001). NS, not statistically significant.

To determine whether YlRep1 and YlNgs1 may have transcriptional activation activity, we monitored the ability of LexA-YlRep1 and LexA-YlNgs1 fusion proteins (containing the DNA-binding domain of LexA, a.a. 1-87) to influence the expression of a *lexAop-P_YlLEU2_-lacZ* reporter in *Y. lipolytica*. In medium containing both glucose and GlcNAc, LexA-YlRep1 increased reporter expression by 10.3-fold, and LexA-YlNgs1 increased reporter expression by 9.1-fold in wild-type cells (Fig. 2B), indicating that they activate gene expression. In contrast, LexA-YlRep1 failed to increase reporter expression in Yl*ngs1*Δ cells (Fig. 2B), indicating that YlRep1 depends on YlNgs1 for gene activation. Interestingly, LexA-YlNgs1 also failed to increase reporter expression in Yl*rep1*Δ cells (Fig. 2B), indicating that YlRep1 is also required for gene activation by YlNgs1. The dependency on YlRep1 is likely due to the requirement of GlcNAc binding to YlNgs1 to activate gene expression (19). GlcNAc may not accumulate efficiently in Yl*rep1*Δ cells. Alternatively, YlRep1 may contribute to gene activation through other mechanisms. These results suggest that YlRep1 and YlNgs1 are interdependent for transcriptional activation.

Together, our results suggest that YlRep1 and YlNgs1 interact physically and work together to activate gene expression.

### GlcNAc inhibits filamentation in *Y. lipolytica*

GlcNAc is a strong inducer of filamentous growth in *C. albicans* (29). Based on this finding, GlcNAc has also been used previously to induce filamentation in *Y. lipolytica*, but often in combination with a citrate buffer at near-neutral pH (4, 30, 31). However, we found that GlcNAc alone is not a good inducer of filamentation. In contrast to glucose, which promotes filamentation in *Y. lipolytica*, GlcNAc inhibits filamentation as wild-type cells were in oval-shaped yeast form and did not elongate or form filaments in liquid or solid GlcNAc media as they did in glucose media (Fig. 3A). In addition, wild-type cells cultivated in liquid or solid media containing both glucose and GlcNAc displayed morphology identical to that of cells cultivated in GlcNAc media (Fig. 3A), indicating that GlcNAc can inhibit filamentation induced by glucose. The inhibition of filamentation by GlcNAc is not due to background mutations in the lab strain PO1a, as the wild-type strain W29 displayed the same cell morphology as strain PO1a under the same growth conditions (Fig. S1).

**Fig 3:**
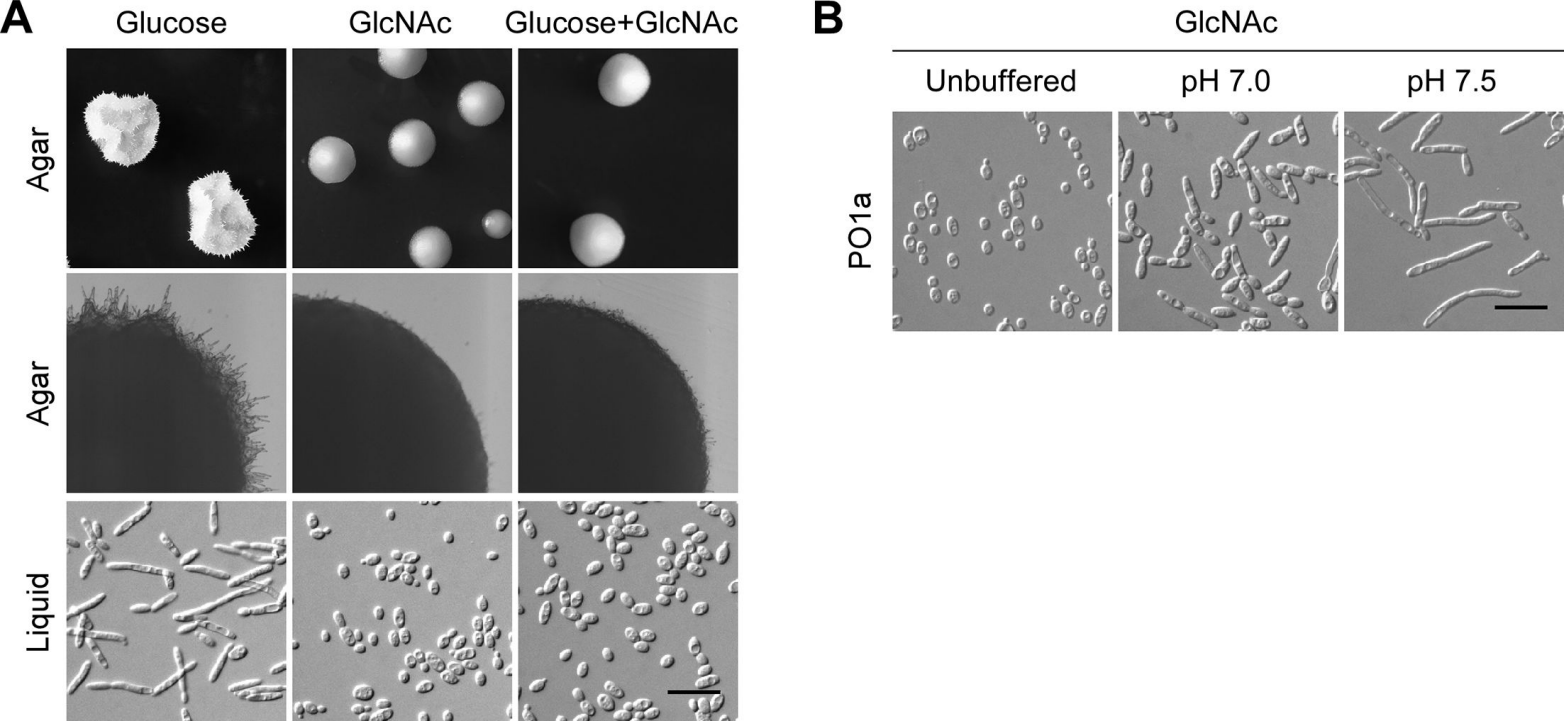
GlcNAc inhibits filamentation in *Y. lipolytica*. (**A**) GlcNAc inhibits filamentation. Wild-type strain PO1a was grown on YNB agar containing the indicated sugar for 3 days (upper row) or 2 days (middle row) or in liquid medium for 16 h (bottom row) at 30°C. (**B**) Alkaline pH induces filamentation in GlcNAc medium. Wild-type strain PO1a carrying pINA445 (Vec) was grown in liquid YNB-GlcNAc medium (unbuffered, pH ~5.4) or YNB-GlcNAc medium buffered to pH 7.0 or pH 7.5 with Na_2_HPO_4_-citric acid buffer for 16 h at 30°C. Bars, 20 µm. All the assays were done at least three times on different days.

Although GlcNAc inhibits filamentation, alkaline pH can still induce filamentation in cells grown in GlcNAc medium (Fig. 3B). Wild-type cells grown in yeast nitrogen base (YNB)-GlcNAc medium buffered at pH 7.0 were elongated compared to those grown in unbuffered medium (pH ~5.4). 2% of cells (*n* > 200) grown in unbuffered medium were longer than 10 µm. In contrast, 65% and 7% of cells (*n* > 200) grown in GlcNAc medium buffered at pH 7.0 were longer than 10 and 20 µm, respectively. Cells grown in GlcNAc medium buffered at pH 7.5 formed long filaments, and 82% of cells (*n* > 200) were longer than 20 µm. This finding agrees with previous reports that filamentation can be induced in GlcNAc medium by alkaline pH and supports the idea that the “filament-inducing” effect of GlcNAc is due to neutral pH (see Discussion).

### GlcNAc inhibition of filamentation does not depend on the alteration of ambient pH

In *C. albicans*, in contrast to glucose catabolism, which decreases the pH of the culture medium, GlcNAc catabolism raises the pH of the medium, which indirectly induces filamentation (32). To investigate whether GlcNAc catabolism may also alter ambient pH in *Y. lipolytica*, we determined the initial pH of the culture medium and the final pH after 16 h of cultivation with the wild-type strain at 30°C. In both unbuffered media (pH ~5.4) and buffered pH 7.0 media with GlcNAc or glucose as the sole carbon source, there was a slight decrease in pH after the cultivation, and GlcNAc catabolism decreased ambient pH less than glucose catabolism (Table 1). Although GlcNAc did not induce filamentation in unbuffered medium and induced a low degree of filamentation in buffered pH 7.0 medium, glucose induced filamentation in both unbuffered and buffered pH 7.0 media (Table 1). This result suggests that the slight decrease in ambient pH by GlcNAc catabolism is unlikely to be the major cause of GlcNAc inhibition of filamentation. Therefore, the inhibition of filamentation by GlcNAc does not depend on the alteration of ambient pH in *Y. lipolytica*, which is different from *C. albicans*.

**TABLE 1:** GlcNAc catabolism causes a slight decrease of pH in the culture media^*a*^

Carbon source	Initial pH	Final pH	Decrease in pH	Percentage of cells longer than 20 µm
1% GlcNAc	5.36	4.93	0.43	0
1% glucose	5.47	4.81	0.66	28
1% GlcNAc	7.0 (Na_2_HPO_4_-citric acid buffer)	6.78	0.22	7
1% glucose	7.0 (Na_2_HPO_4_-citric acid buffer)	6.05	0.95	53

^*a*^ The wild-type strain PO1a carrying the empty vector pINA445 was grown in liquid YNB-GlcNAc or YNB-Glucose media supplemented with uracil for 16 h at 30°C. This assay was done three times on different days. Representative results are shown.

### YlRep1-YlNgs1 is important for the inhibition of filamentation by GlcNAc

Since YlRep1-YlNgs1 signaling is important for GlcNAc-induced expression of GlcNAc catabolic genes, we asked whether YlRep1-YlNgs1 is required for the inhibition of filamentation by GlcNAc. To this end, we examined the morphology of Yl*rep1*Δ and Yl*ngs1*Δ cells grown in media containing both glucose and GlcNAc. In contrast to wild-type cells that formed smooth colonies devoid of radial filaments on agar and were oval-shaped yeast form in liquid medium, Yl*rep1*Δ and Yl*ngs1*Δ cells formed wrinkled colonies with short radial filaments on agar and were elongated and formed filaments in liquid medium (Fig. 4A). This result suggests that both YlRep1 and YlNgs1 are required for the inhibition of filamentation by GlcNAc.

**Fig 4:**
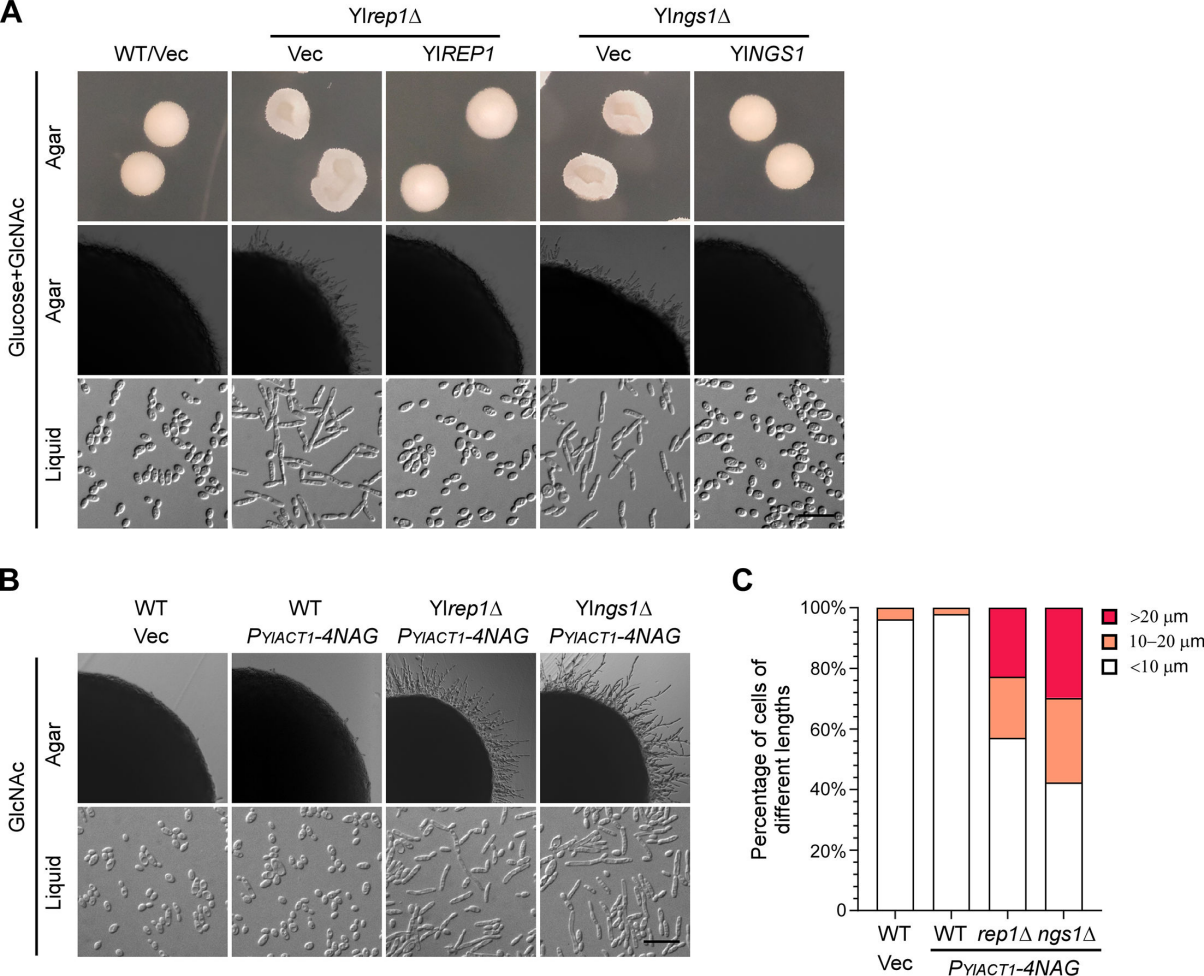
YlRep1 and YlNgs1 play a key role in the inhibition of filamentation by GlcNAc. (**A**) Morphology of Yl*rep1*Δ and Yl*ngs1*Δ colonies and cells grown in Glucose + GlcNAc medium. Wild-type (WT), Yl*rep1*Δ, and Yl*ngs1*Δ cells carrying pINA445 (Vec) or pINA445-Gene were grown on YNB-Glucose + GlcNAc agar for 3 days (upper row) or 2 days (middle row) or in liquid medium for 16 h (bottom row) at 30°C. (**B**) Yl*rep1*Δ and Yl*ngs1*Δ cells exhibited increased filamentation compared to wild-type cells in GlcNAc medium. Wild-type (WT), Yl*rep1*Δ, and Yl*ngs1*Δ cells carrying pYL27 (Vec) or pYL27-4NAG (*P_YlACT1_-4NAG*) were grown in liquid YNB-GlcNAc medium for 1 day at 30°C. Bar, 20 µm. (**C**) Percentage of cells of different lengths as in panel **B**. The cell lengths for each strain were categorized into three groups: <10 µm, 10–20 μm, and >20 µm. All the assays were done at least three times on different days. The data shown are representative of independent experiments.

We also examined the morphology of wild-type, Yl*rep1*Δ, and Yl*ngs1*Δ cells carrying *P_YlACT1_-4NAG*, which grew in GlcNAc medium (Fig. 1E). On GlcNAc agar, wild-type cells carrying *P_YlACT1_-4NAG* or empty vector formed no radial filaments. In contrast, Yl*rep1*Δ cells and Yl*ngs1*Δ cells carrying *P_YlACT1_-4NAG* formed long radial filaments (Fig. 4B, upper panel). In liquid GlcNAc medium, wild-type cells carrying *P_YlACT1_-4NAG* or empty vector were in oval-shaped yeast form. Only 4% of wild-type cells carrying an empty vector and 2% of wild-type cells carrying *P_YlACT1_-4NAG* (*n* > 400) were in the range of 10–20 μm in length. None of them was longer than 20 µm. In contrast, Yl*rep1*Δ cells and Yl*ngs1*Δ cells carrying *P_YlACT1_-4NAG* formed short filaments. 20% of Yl*rep1*Δ cells carrying *P_YlACT1_-4NAG* and 28% of Yl*ngs1*Δ cells carrying *P_YlACT1_-4NAG* were in the range of 10–20 μm in length. Moreover, 23% of Yl*rep1*Δ cells carrying *P_YlACT1_-4NAG* and 30% of Yl*ngs1*Δ cells carrying *P_YlACT1_-4NAG* were longer than 20 µm (Fig. 4B and C). These results suggest that YlRep1 and YlNgs1 are important for the inhibition of filamentation by GlcNAc.

### YlRep1 and YlNgs1 repress a set of transcription factors and cell wall protein genes, some of which are associated with filamentation

To investigate how YlRep1 and YlNgs1 inhibit filamentation, we wanted to determine whether YlRep1 and YlNgs1 regulate the genes associated with filamentation. To this end, we conducted RNA-Seq analyses in wild-type, Yl*rep1*Δ, and Yl*ngs1*Δ cells carrying *P_YlACT1_-4NAG* grown in liquid GlcNAc medium. 

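RNA was sequenced from 12 samples in 4 groups of 3: wild-type cells carrying the empty vector, and wild-type, Yl*rep1*Δ and Yl*ngs1*Δ cells carrying the 4NAG plasmid, which expresses 4 GlcNAc catabolic genes from the Yl*ACT1* promoter. The values were whole-number counts of reads per gene as the authors deposited them. They summed to between 20335614 and 22650213 per library (median 21040322) in wild-type cells with the vector, between 18863469 and 21648468 (median 19526932) in wild-type cells with 4NAG, between 15667204 and 22321047 (median 18788853) in Yl*rep1*Δ cells and between 17585457 and 17773619 (median 17740118) in Yl*ngs1*Δ cells. The submitters' processing notes name TopHat2 2.1.1 and Cufflinks 2.2.1; how the reads were assigned to genes is not given in the sources used here. From the counts, the groups were compared in pairs with edgeR's quasi-likelihood test after TMM normalization and its filter on low counts. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold, the thresholds of the paper's methods. Nothing in the paper or the labels says whether the 3 samples of a group came from separate cultures, so p-values measure the spread between these samples.

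**Figure D1:**
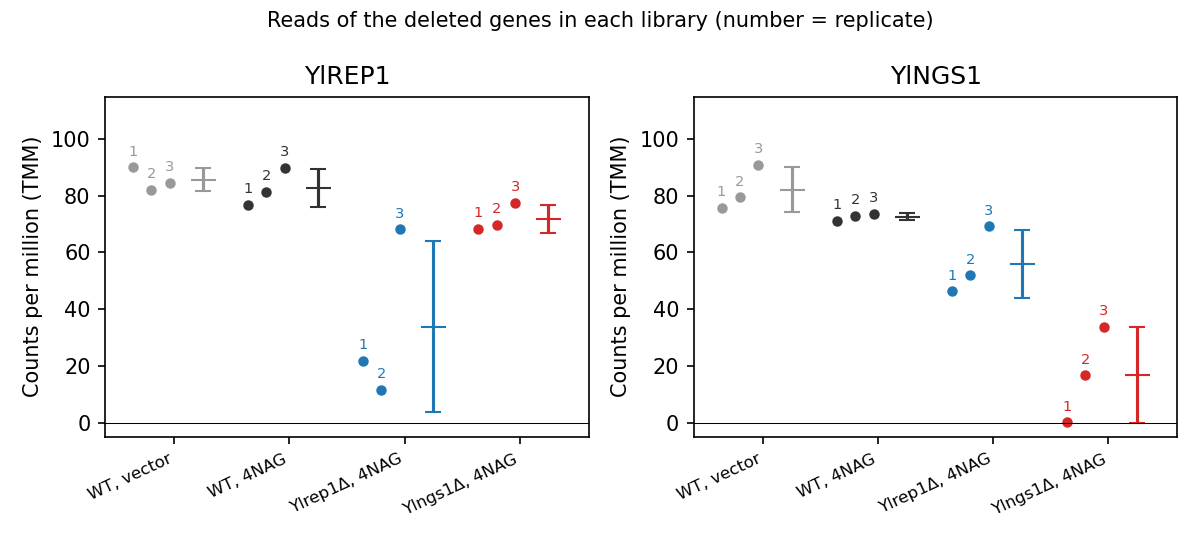
Counts scaled to library size by TMM (CPM) of YlREP1 (left) and YlNGS1 (right) in each of the 12 libraries. Points are libraries numbered by replicate, horizontal marks are group means and error bars are SD (n = 3). In the libraries labelled Yl*rep1*Δ, YlREP1 lay at 21.8, 11.6 and 68.2, and in those labelled Yl*ngs1*Δ, YlNGS1 lay at 0.0532, 16.6 and 33.9.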

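The deleted genes were counted in every library. Yl*REP1* (YALI0D24860) had 82.7 ± 6.58 CPM (counts scaled to library size by TMM, SD, n = 3) in wild-type cells with 4NAG, 85.6 ± 4.08 CPM with the vector and 71.8 ± 4.91 CPM in Yl*ngs1*Δ. In the libraries labelled Yl*rep1*Δ it stood at 26.4% (95% exact Poisson interval 23.8 to 29.2), 14.0% (12.4 to 15.8) and 82.5% (77.7 to 87.5) of that mean in replicates 1, 2 and 3. Yl*NGS1* (YALI0E20185) had 72.6 ± 1.26 CPM (SD, n = 3) in wild-type cells with 4NAG, 82.1 ± 7.90 CPM with the vector and 55.9 ± 11.9 CPM in Yl*rep1*Δ. In the libraries labelled Yl*ngs1*Δ it stood at 0.0733% (a count of 1), 22.9% (20.3 to 25.7) and 46.7% (42.9 to 50.7) in replicates 1, 2 and 3. These intervals cover counting error only. Neither gene passed the test in its own deletion strain (log2 fold change −1.30, standard error 0.58, adjusted p = 0.222 for Yl*REP1*, and −2.10, standard error 1.11, adjusted p = 0.229 for Yl*NGS1*, from edgeR's quasi-likelihood test). The deletion plasmids of the paper put a Yl*URA3* cassette between the promoter and the terminator of each gene. The paper's qRT-PCR of Yl*WOR4*, *MHY1*, Yl*CBF1* and Yl*AAF2* in Yl*rep1*Δ cells also runs upward (Fig. 5A). So do its qRT-PCR of cell wall protein genes (Fig. 5C) and its GFP signal of tagged adhesin-like genes (Fig. 5D). These measures go the way the labels say but do not settle the label of each library. Every direction given for the libraries labelled Yl*rep1*Δ and Yl*ngs1*Δ rests on these labels.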

In Yl*rep1*Δ cells, 327 genes exhibited significant differential expression (≥2-fold, *P* < 0.05) compared to wild-type cells. Of these, 213 genes (65.1%) were upregulated, whereas 114 genes (34.9%) were downregulated (Table S1). 

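In the libraries labelled Yl*rep1*Δ, 64 of 6041 genes tested were higher and 20 were lower than in wild-type cells with 4NAG. Among the genes with the largest rises, YALI0A00110, which is weakly similar to the *S. cerevisiae* oligopeptide transporter Opt2, went from 1.19 ± 0.405 to 73.6 ± 71.0 CPM (SD, n = 3), a log2 fold change of 5.92 (standard error 1.08, adjusted p = 0.0478 from edgeR's quasi-likelihood test). The lipase gene *LIP8* (YALI0B09361) had a log2 fold change of 4.85 (standard error 0.85, adjusted p = 0.0458 from the same test). Among the genes that fell, YALI0B13090, weakly similar to the ferric reductase Fre3, had a log2 fold change of −3.28 (standard error 0.55, adjusted p = 0.0439), the biotin synthase gene Yl*BIO2* (YALI0D15400) one of −2.18 (standard error 0.39, adjusted p = 0.0459), and YALI0E17545, weakly similar to the heme synthesis enzyme Hem1, one of −1.73 (standard error 0.28, adjusted p = 0.0388), from the same test. The calls of these 5 genes were lost without wild-type replicate 1, 2 or 3, and all but that of YALI0B13090 also without Yl*rep1*Δ replicate 2. In 32.7% of the genes tested the groups did not overlap, against 10% by chance. That share was 29.9% between wild-type cells with 4NAG and with the vector, where 11 genes were called, and 5.44% between the mutants. Genes are not independent, so such a share does not measure the number of changed genes. At an unadjusted p under 0.05, 244 genes were higher and 110 lower, while DESeq2 called 220 and 87, the fit of all 12 libraries 169 and 49, and limma with sample quality weights 140 and 73. Without wild-type replicate 1, 2 or 3, in each case, 1 gene was higher and 0 were lower, and without Yl*rep1*Δ replicate 1 the counts were 150 and 144, without replicate 2 they were 37 and 10, and without replicate 3, in which Yl*REP1* stood nearest to the wild type, they were 269 and 163.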

In Yl*ngs1*Δ cells, 556 genes exhibited significant differential expression (≥2-fold, *P* < 0.05) compared to wild-type cells. Of these, 362 genes (65.1%) were upregulated, whereas 194 genes (34.9%) were downregulated in Yl*ngs1*Δ cells (Table S2). 

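In the libraries labelled Yl*ngs1*Δ, 324 of 6040 genes tested were higher and 139 were lower than in wild-type cells with 4NAG. The rises included YALI0A00110, the Opt2-like transporter gene, with a log2 fold change of 6.67 (standard error 0.76, adjusted p = 0.00270 from edgeR's quasi-likelihood test), *LIP8* with 5.65 (standard error 0.41, adjusted p = 0.000877) and *GPR1* (YALI0C23298), a glyoxylate pathway regulator, with 4.90 (standard error 0.63, adjusted p = 0.00377), from the same test. YALI0C19558, similar to *C. albicans* Pbp2, had no count in the wild-type libraries with 4NAG, and a mean of 7.64 CPM with a lowest library at 4.66 CPM in Yl*ngs1*Δ (n = 3). Against a floor of 3 counts in each wild-type library it was at least 50.5-fold higher. The genes that fell included YALI0E34265, similar to the cytosolic catalase Ctt1, from 350.2 ± 42.8 to 16.0 ± 13.2 CPM (SD, n = 3; log2 fold change −4.45, standard error 0.59, adjusted p = 0.00428), the pyruvate decarboxylase gene Yl*PDC1* (YALI0D10131; −3.13, standard error 0.33, adjusted p = 0.00207) and the sulfite pump gene Yl*SSU1* (YALI0E24167; −3.18, standard error 0.22, adjusted p = 0.000724), from the same test. The groups did not overlap in 42.8% of the genes tested, against 29.9% between wild-type cells with 4NAG and with the vector. Without wild-type replicate 1, 2 or 3 the counts were 180 and 83, 177 and 71, and 193 and 80, and without Yl*ngs1*Δ replicate 2 or 3 there were 81 or 232 lower genes. Without a fold threshold 662 genes were higher and 414 lower, and limma with sample quality weights called 210 lower.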

YlRep1 shares a large portion of target genes with YlNgs1. YlRep1 and YlNgs1 co-repress 188 genes, which account for 88.3% of YlRep1-repressed genes but only 51.9% of YlNgs1-repressed genes (Fig. S2). This result suggests that YlRep1 regulates gene expression mainly by recruiting YlNgs1 to target genes, whereas YlNgs1 can also be recruited to target genes by other transcription factors.

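Of the 64 genes higher in the libraries labelled Yl*rep1*Δ, 60 (93.8%) were also higher in those labelled Yl*ngs1*Δ, and they made up 18.5% of the 324 genes higher there. Of the 20 lower genes, 18 were lower in both mutants, and no gene was called in opposite directions. Of the 324 genes, 318 were tested in both comparisons. Independent lists of these sizes among the 6021 genes tested in both would share 3.38 higher and 0.462 lower genes. In 20 simulations of unchanged groups against simulated wild-type libraries that both comparisons shared, 0 genes were shared. Unchanged groups give few calls at these thresholds, so this count could hardly differ from 0 and is no measure for the overlap. Part of the excess over independent lists may come from the wild-type libraries, which both comparisons share and which are too few to be split. Mutant libraries also resembled each other across strains. Yl*rep1*Δ replicate 2 had r = 0.939 with Yl*ngs1*Δ replicate 1, against 0.640 and 0.669 with Yl*rep1*Δ replicates 1 and 3. A culture day or batch shared across strains, which neither labels nor paper give, cannot be told apart from a shared response. Across genes, which are not independent replicates, the log2 fold changes of both mutants had a Pearson's r of 0.916 and a Spearman's rho of 0.854, against a mean r of 0.499 (highest 0.536) in the simulations, with a covariance of 0.383 against 0.0363 there. This r fell to 0.756 without Yl*rep1*Δ replicate 1 and to 0.814 without Yl*ngs1*Δ replicate 1. The simulated wild-type and mutant libraries had the same spread per gene, which with shared wild-type libraries sets the simulated r near 0.499. Real wild-type libraries with 4NAG varied less: chi-square per degree of freedom between replicates was 11.1 to 14.4, against 61.6 to 425.5 in the mutants. The simulated r and covariance therefore do not measure what the shared libraries add in the real data. The number of shared higher genes was 206 by DESeq2, 226 at an unadjusted p, 164 in the fit of all 12 libraries and 124 by limma with sample quality weights. It was 1 without wild-type replicate 1, 2 or 3, in each case, 116, 37 and 235 without Yl*rep1*Δ replicate 1, 2 and 3, and 251 without replicate 3 of both mutants, a setting chosen after seeing the data. The number of shared lower genes was 67 by DESeq2, 78 at an unadjusted p, 43 in the fit of all 12 libraries and 58 by limma with sample quality weights. It was 0 without wild-type replicate 1, 2 or 3, in each case, and 29, 9 and 103 without Yl*rep1*Δ replicate 1, 2 and 3.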

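There were 258 genes called higher in Yl*ngs1*Δ but not in Yl*rep1*Δ, with a median log2 fold change of 1.39 in Yl*ngs1*Δ and 1.08 in Yl*rep1*Δ. The 121 genes called lower in Yl*ngs1*Δ but not in Yl*rep1*Δ had medians of −1.44 and −0.95. All 258 and all 121 had the same sign in Yl*rep1*Δ, where 142 and 49 had a fitted change of at least 2-fold. Part of this agreement may come from the shared wild-type libraries. Over the genes tested in both comparisons 82.7% had the same sign in both mutants, against 66.7% in the simulations of unchanged groups. Those simulations gave wild-type and mutant libraries the same spread per gene, so 66.7% does not measure that part in the real libraries. Of the 258 and 121 genes, 10 and 13 differed between the mutants at an unadjusted p under 0.05 with any fold change, and 0 at an adjusted p. Some genes pass an unadjusted p by chance. A split of the mutant libraries that mixed the strains, Yl*rep1*Δ replicate 1 and Yl*ngs1*Δ replicates 2 and 3 against the others, called 304 genes. Libraries of each strain thus differed widely, and a count of 0 between the mutants does not show that they act alike. When the mutants were compared with each other, 0 of 6016 genes tested were called higher and 0 lower by edgeR's quasi-likelihood test. DESeq2 called 0 and 0. At an unadjusted p under 0.05 with at least 2-fold, edgeR had 15 higher and 13 lower and DESeq2 21 and 22. Of the genes that Table 3 lists for Yl*ngs1*Δ alone, which the study chose on these samples, the 9 transcription factor genes and 10 of the 12 cell wall protein genes tested were higher in Yl*ngs1*Δ, 0 were called in Yl*rep1*Δ, and 0 differed between the mutants by edgeR or DESeq2 (1 at an unadjusted p). Of these genes, 2 were higher in Yl*rep1*Δ by DESeq2, 2 by edgeR at an unadjusted p, 2 without Yl*rep1*Δ replicate 1 and 9 without replicate 3. In Yl*ngs1*Δ, 8, 9 and 10 were called without wild-type replicate 1, 2 and 3, and 10 without Yl*ngs1*Δ replicate 2. The 3 transcription factor genes that Table 3 lists for Yl*rep1*Δ alone passed the test in neither mutant, with 3 and 2 passing at an unadjusted p and 1 and 1 by DESeq2. From the overlap of the genes repressed by both proteins, the paper proposes that YlRep1 acts mainly by bringing YlNgs1 to its targets, and that other transcription factors can also recruit YlNgs1.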

Transcription factors play important roles in regulating gene expression. 

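The transcription factor genes of Table 2 that rose in the libraries labelled Yl*rep1*Δ were led by Yl*WOR4* (YALI0F19822), a C2H2 zinc finger gene, which went from 1.34 ± 0.406 CPM in wild-type cells with 4NAG to 29.3 ± 18.0 CPM (SD, n = 3; log2 fold change 4.42, standard error 0.63, adjusted p = 0.0348 from edgeR's quasi-likelihood test). YALI0F21923, another C2H2 zinc finger gene, had a log2 fold change of 3.81 (standard error 0.67, adjusted p = 0.0444), YALI0D14872, a Zn(2)-C6 gene, one of 2.70 (standard error 0.43, adjusted p = 0.0388), and YALI0E03410, similar to Ert1, one of 1.84 (standard error 0.24, adjusted p = 0.0278), from the same test. These were the 4 of 17 listed genes called higher, 3 of them at least 5-fold. All 17 had fitted changes of at least 2-fold, and all 17 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. *MHY1* (YALI0B21582), which is required for the dimorphic transition, had a log2 fold change of 2.13 (standard error 0.41) at an adjusted p of 0.0515. DESeq2 called 15 of the 17, the unadjusted p 17, and the fit of all 12 libraries and limma with sample quality weights 13 each. The number called by edgeR was 0 without wild-type replicate 1, 2 or 3, in each case, and 12, 2 and 13 without Yl*rep1*Δ replicate 1, 2 and 3, where the calls of Yl*WOR4*, YALI0F21923 and YALI0D14872 were lost without replicate 2.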

YlRep1 repressed 17 transcription factor genes and highly repressed four of them (≥5-fold, *P* < 0.05) (Table 2). 

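In the libraries labelled Yl*ngs1*Δ, 14 of the 17 transcription factor genes that Table 2 lists as higher in Yl*rep1*Δ cells were called higher, and 16 when adjusted over the list alone. Yl*WOR4* had 59.6 ± 11.3 CPM (SD, n = 3) there, a log2 fold change of 5.46 (standard error 0.27, adjusted p = 0.000346 from edgeR's quasi-likelihood test). Yl*MOT3* (YALI0E29271), related to a transcriptional repressor of *S. cerevisiae*, had a log2 fold change of 4.19 (standard error 0.49, adjusted p = 0.00301), *MHY1* one of 2.46 (standard error 0.45, adjusted p = 0.0123), Yl*CBF1* (YALI0B13354) one of 2.34 (standard error 0.28, adjusted p = 0.00298) and Yl*AAF2* (YALI0E06105) one of 1.96 (standard error 0.29, adjusted p = 0.00587), from the same test. The 3 genes that were not called were YALI0C19151, weakly similar to Cat8, Yl*PHD1* (YALI0B19602) and *YAS1* (YALI0C02387), with log2 fold changes of 1.14, 1.36 and 0.75. Without wild-type replicate 2 or 3, 9 of the 17 were called, and the call of *MHY1* was lost without wild-type replicate 1, 2 or 3.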

Fourteen of the 17 YlRep1-repressed genes (82.4%) are also repressed by YlNgs1 (Table 3). Among these genes, Yl*WOR4* (*YALI0F19822*), *MHY1*, Yl*CBF1* (*YALI0B3354*), Yl*AAF2* (*YALI0E06105*), and *YALI0E03410* were the top genes that exhibited the highest read counts. 

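Over the 3 libraries labelled Yl*rep1*Δ, *MHY1* had the highest mean count of the 17 transcription factor genes, 5114. YALI0C19151 had 1415, YALI0F16511, weakly similar to the repressor Xbp1, 1395, and *HOY1* (YALI0A18469), whose loss prevents the yeast-to-hypha transition, 1257. Yl*AAF2* had 736 counts, Yl*WOR4* 595, Yl*NRG1* (YALI0C12364) 469, YALI0E03410 444 and Yl*CBF1* 336. The other 8 genes had between 54 and 215 counts. Replicate 2 weighed on these means: without it those of *MHY1*, YALI0C19151, Yl*AAF2*, Yl*NRG1* and Yl*CBF1* fell by more than 1.5 times, to 2567.5, 791.5, 471, 291 and 194, and YALI0C19151 lay below YALI0F16511 (1300.5) and *HOY1* (1268), while *MHY1* stayed highest. These are raw counts per library, not corrected for gene length.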

The upregulation of Yl*WOR4*, *MHY1*, Yl*CBF1*, and Yl*AAF2* was confirmed by quantitative reverse transcription PCR (qRT-PCR) analysis (Fig. 5A). While wild-type cells remained in the yeast form in liquid GlcNAc medium, the overexpression of Yl*WOR4*, *MHY1*, Yl*CBF1*, or Yl*AAF2* caused filamentation in wild-type cells (Fig. 5B). These findings suggest that YlRep1 may inhibit filamentation in part by repressing these transcription factor genes in GlcNAc medium.

**Fig 5:**
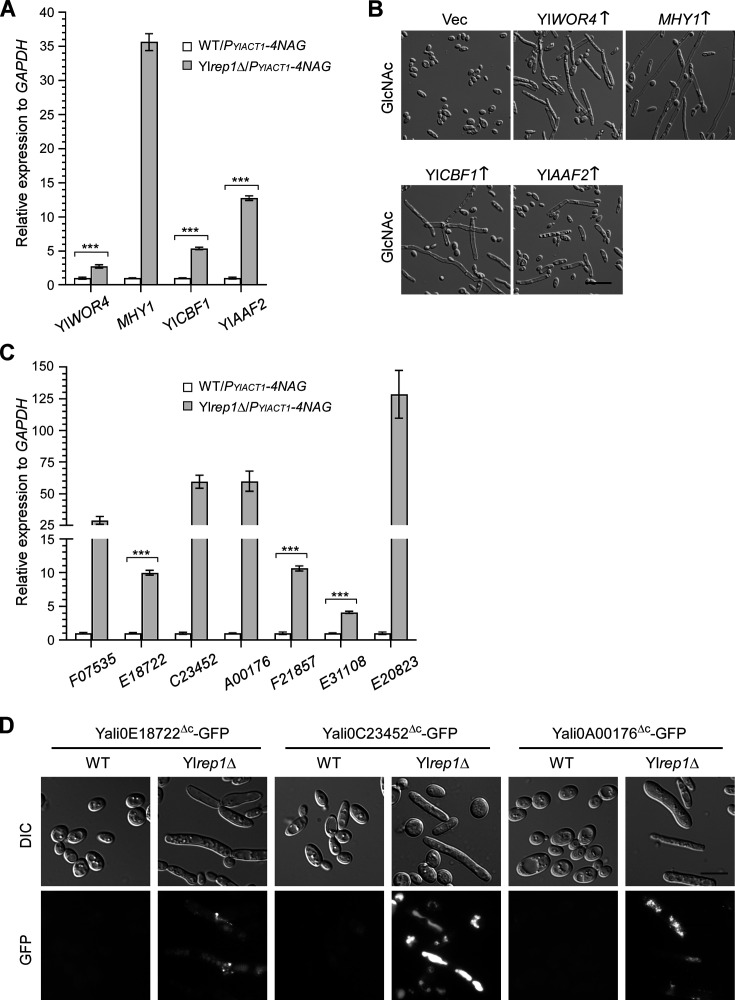
YlRep1 and YlNgs1 repress a set of transcription factors and cell wall protein genes, some of which are associated with filamentation. (**A**) The upregulation of Yl*WOR4*, *MHY1*, Yl*CBF1*, and Yl*AAF2* was validated by qRT-PCR. Wild-type (WT) and Yl*rep1*Δ cells carrying pYL27-4NAG (*P_YlACT1_-4NAG*) were grown in YNB-GlcNAc medium. The transcription levels of these genes were determined by qRT-PCR and normalized to *GAPDH*. (**B**) Overexpression of Yl*WOR4*, *MHY1*, Yl*CBF1*, or Yl*AAF2* caused filamentation in wild-type cells grown in GlcNAc medium. Wild-type cells carrying pYL13 (Vec), pYL13-YlWOR4, pYL13-MHY1, pYL13-YlCBF1, or pYL13-YlAAF2 were grown in liquid YNB-GlcNAc medium for 16 h at 30°C. The indicated genes were overexpressed under the control of the strong constitutive promoter of the Yl*TEF1* gene. Bar, 20 µm. (**C**) The upregulation of *YALI0F07535*, *YALI0E18722*, *YALI0C23452*, *YALI0A00176*, *YALI0F01857*, *YALI0E31108*, and *YALI0E20823* was validated by qRT-PCR. Wild-type (WT) and Yl*rep1*Δ cells carrying pYL27-4NAG (*P_YlACT1_-4NAG*) were grown in YNB-GlcNAc medium. The transcription levels of these genes were determined by qRT-PCR and normalized to *GAPDH*. (**D**) YlRep1 represses the adhesin-like genes *YALI0E18722*, *YALI0C23452*, and *YALI0A00176*. Wild-type (WT) and Yl*rep1*Δ cells carrying pYL25-4NAG (*P_YlACT1_-4NAG*) as well as pYL14-YALI0E18722^ΔC^, pYL14-YALI0C23452^ΔC^, or pYL14-YALI0A00176^ΔC^ were grown in YNB-GlcNAc medium and photographed for GFP fluorescence. Bar, 10 µm. The cell morphology and GFP fluorescence assays were done three times on different days. For the qRT-PCR assay, mean data ± standard deviation from three independent experiments done on different days were plotted. The unpaired two-tailed Student’s *t*-test was used to examine the statistical significance of the difference between two samples. Statistically significant differences are indicated by the asterisks (***, *P* < 0.001).

**TABLE 2:** Upregulated and downregulated transcription factor and cell wall protein genes in Yl*rep1*Δ cells^*a*^

Direction of regulation	Transcription factor genes	Cell wall protein genes
Up (≥2-fold)	***WOR4* (*F19822***), ***F21923***, ***MOT3* (*E29271***), ***D14872***, *MHY1* (*B21582*), *E14971*, *CBF1* (*B13354*), *E03410, AAF2* (*E06105*), *F16511*, *NRG1* (*C12364*), *HOY1* (*A18469*), *C19151, PHD1* (*B19602*), *E02442*, *B13508, C02387*	***F07535***, ***E18722***, ***C23452***, ***A00176***, ***F21857***, ***E31108***, ***E20823***, *F00990*, *A20438*, *C14630*, *C15004*, *F22847*, *D00154*, *E01210*, *F21428*
Down (≥2-fold)	*C17017, F20152, D24860*	***B20174***, *D10967*, *F25773*, *A21373*, *F24255*, *D22957*, *A13013*, *E11715*, *D27214*

^*a*^ For simplicity, “*YALI0*” in the systematic name of each gene was omitted; for example, “*F19822*” stands for “*YALI0F19822.*” Genes that are highly differentially expressed (≥5-fold) are in bold. Genes that encode putative cell surface adhesins are underlined.

**TABLE 3:** The transcription factor and cell wall protein genes repressed by YlRep1 and YlNgs1 overlap substantially^*a*^

Genes	YlNgs1 repressed only	YlNgs1-YlRep1 co-repressed	YlRep1 repressed only
Transcription factor genes	*F03157*, *AAF1* (*E23925*), *F30261*, *MSN4* (*C13750*), *D10285*, *B18942*, *D12628*, *E02178*, *E12023*	***WOR4* (*F19822***)^n,r^, ***MOT3* (*E29271***)^n,r^, ***F21923***^n,r^, ***D14872***^n,r^, ***E03410***^n^, ***MHY1* (*B21582***)^n^, ***CBF1* (*B13354***)^n^, *F16511*, *E14971*, *AAF2* (*E06105*), *HOY1* (*A18469*), *B13508*, *E02442*, *NRG1* (*C12364*)	*C19151*, *PHD1* (*B19602*), *C02387*
Cell wall protein genes	***A15378***, *D09185*, *F10549*, *F26565*, *D25938*, *D24277*, *E05819*, *B18194*, *D24101*, *F01925*, *D14300*, *A17919*, *E28534*	***F07535***^n,r^, ***E18722***^n,r^, ***C23452***^n,r^, ***A00176***^n,r^, ***F21857***^n,r^, ***E31108***^n,r^, ***E20823***^n,r^, ***F00990***^n^, *A20438*, *C14630*, *C15004*, *F22847*, *D00154*, *E01210*, *F21428*	None

^*a*^ Genes that displayed highly differential expression (≥5-fold) in Yl*rep1*Δ or Yl*ngs1*Δ cells carrying *P_YlACT1_-4NAG* are in bold. For YlRep1-YlNgs1-co-repressed genes, the superscripts “r” and “n” indicate highly differentially expressed genes in Yl*rep1*Δ (r) or Yl*ngs1*Δ (n) cells. Genes that encode putative cell surface adhesins are underlined.

During the yeast-to-filament transition, the cell wall undergoes extensive reorganization to support hyphal growth. This process is accompanied by the upregulation and downregulation of some cell wall protein genes. 

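Among 15 cell wall protein genes of Table 2, chosen by the study on these samples, 7 were higher in the libraries labelled Yl*rep1*Δ than in wild-type cells with 4NAG by edgeR's quasi-likelihood test, and all 15 when adjusted over the list alone. Their log2 fold changes ran from 1.25 to 5.64 with a median of 2.04. Of 9 other cell wall protein genes of that table, 0 were called lower, with log2 fold changes between −2.46 and −1.07. At an unadjusted p under 0.05 8 were lower, as when adjusted over the list alone. DESeq2 called 6, the fit of all 12 libraries 1 and limma with sample quality weights 3, and 2 and 8 were lower without Yl*rep1*Δ replicate 1 and 3. The acid protease gene YALI0D10967 had 4.61 ± 3.54 CPM in Yl*rep1*Δ and 18.8 ± 4.67 CPM in wild-type cells with 4NAG, but only 5.82 ± 1.36 CPM in wild-type cells with the vector (SD, n = 3). It was called higher in wild-type cells with 4NAG than with the vector (log2 fold change 1.70, adjusted p = 4.89e-05 from edgeR's quasi-likelihood test), except in the fit of all 12 libraries. For the 15 genes, DESeq2 and the unadjusted p gave 15 each and the fit of all 12 libraries 14, while 0 were called without wild-type replicate 1, 2 or 3, in each case, 4 without Yl*rep1*Δ replicate 2 and 15 without Yl*rep1*Δ replicate 3. Limma with sample quality weights gave 12.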

RNA-Seq analysis revealed that, among the cell wall protein genes, 15 genes were upregulated (≥2-fold, *P* < 0.05), whereas nine genes were downregulated in Yl*rep1*Δ cells (Table 2). Of these, seven genes were highly upregulated (≥5-fold, *P* < 0.05), whereas only one gene was highly downregulated. 

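At least 5-fold higher in the libraries labelled Yl*rep1*Δ were 6 of the 7 cell wall protein genes called, and 7 of the 15 listed genes had a fitted change of that size. Among those called, 5 were at least 10-fold and 4 at least 15-fold higher. No listed gene was called at least 5-fold lower by edgeR, against 1 at an unadjusted p under 0.05, 0 by DESeq2 and 3 without Yl*rep1*Δ replicate 3. Without Yl*rep1*Δ replicate 2, 2 genes were at least 5-fold higher, and without wild-type replicate 1, 2 or 3 there were 0, in each case.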

Interestingly, all the 15 YlRep1-repressed cell wall protein genes are also repressed by YlNgs1 (Table 3), suggesting that they are co-repressed by YlRep1 and YlNgs1. 

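All 15 of these cell wall protein genes were higher in the libraries labelled Yl*ngs1*Δ as well, by edgeR's quasi-likelihood test, with log2 fold changes from 1.75 to 6.91 and a median of 2.48, and 8 of them were at least 5-fold higher. Of the 9 genes listed as lower in Yl*rep1*Δ cells, 6 were lower in Yl*ngs1*Δ, 3 of them at least 5-fold. YALI0A13013, weakly similar to the aspartic protease Yps3, fell from 99.2 ± 5.33 to 19.4 ± 13.0 CPM (SD, n = 3; log2 fold change −2.35, standard error 0.57, adjusted p = 0.0328 from the same test), a call lost without wild-type replicate 1, 2 or 3 or Yl*ngs1*Δ replicate 2. The lists were chosen by the study on these samples.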

We measured the expression of seven highly upregulated genes by qRT-PCR. Consistent with the RNA-Seq data, all seven genes were markedly upregulated in Yl*rep1*Δ cells (Fig. 5C). Among the seven highly upregulated genes, *YALI0F07535* and *YALI0E31108* were upregulated by more than 10-fold in Yl*rep1*Δ cells. They encode proteins similar to *S. cerevisiae* structural cell wall proteins Tir3 and *Y. lipolytica* cell wall protein Cwp1, respectively. These genes may be the primary targets of YlRep1 repression.

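YALI0F07535, weakly similar to the cell wall mannoprotein Tir3, went from 2.96 ± 0.619 CPM in wild-type cells with 4NAG to 150.9 ± 100.4 CPM (SD, n = 3) in the libraries labelled Yl*rep1*Δ, a 50.0-fold rise (log2 fold change 5.64, standard error 0.72, adjusted p = 0.0258 from edgeR's quasi-likelihood test). In Yl*ngs1*Δ it reached 356.4 ± 102.7 CPM (SD, n = 3; log2 fold change 6.91, standard error 0.31, adjusted p = 0.000285). YALI0E31108, similar to the cell wall protein Cwp1, went from 5.18 ± 0.259 to 60.1 ± 50.3 CPM (SD, n = 3), an 11.3-fold rise (log2 fold change 3.50, standard error 0.64, adjusted p = 0.0481), and to 108.1 ± 64.5 CPM in Yl*ngs1*Δ (log2 fold change 4.37, standard error 0.44, adjusted p = 0.00188). Every library of both mutants had a higher value than every wild-type library for both genes. The calls of both genes in Yl*rep1*Δ were lost without wild-type replicate 1, 2 or 3, and that of YALI0E31108 also without Yl*rep1*Δ replicate 2.

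**Figure D2:**
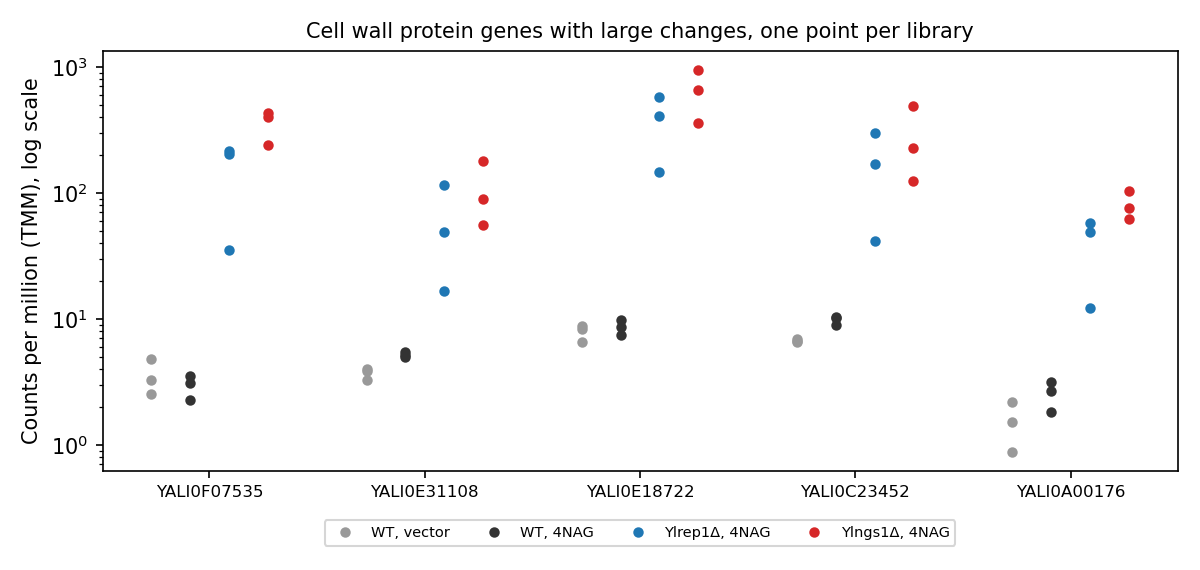
Counts scaled to library size by TMM (CPM, log axis) of 5 cell wall protein genes, one point per library, in wild-type cells with the vector or 4NAG and in Yl*rep1*Δ and Yl*ngs1*Δ cells with 4NAG (n = 3 each). Each mutant library lies above each wild-type library for every gene.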

Among the seven highly upregulated cell wall protein genes, *YALI0E18722*, *YALI0C23452*, and *YALI0A00176* encode proteins similar to *S. cerevisiae* adhesin Flo11 (Table 2). 

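YALI0E18722, an adhesin-like gene, had 8.66 ± 1.18 CPM in wild-type cells with 4NAG and 376.6 ± 217.2 CPM (SD, n = 3) in the libraries labelled Yl*rep1*Δ, or 7789 raw counts per library on average. The change was 42.5-fold (log2 fold change 5.41, standard error 0.51, adjusted p = 0.00969 from edgeR's quasi-likelihood test). YALI0C23452 rose 16.9-fold (log2 fold change 4.08, standard error 0.65, adjusted p = 0.0388), to 169.6 ± 127.7 CPM and 3596 counts, and YALI0A00176 rose 15.1-fold (log2 fold change 3.92, standard error 0.59, adjusted p = 0.0358), to 39.4 ± 24.0 CPM (SD, n = 3) and 810.0 counts. In Yl*ngs1*Δ the same genes were 74.4-fold, 28.1-fold and 31.3-fold higher (adjusted p = 0.000464, 0.00207 and 0.000385 from the same test). The 3 calls in Yl*rep1*Δ were lost without wild-type replicate 1, 2 or 3, and those of YALI0C23452 and YALI0A00176 also without Yl*rep1*Δ replicate 2.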

The three adhesin-like genes were upregulated by more than 15-fold and displayed high read counts in Yl*rep1*Δ cells. *YALI0C23452* and *YALI0A00176* are also highly upregulated during alkaline-induced filamentation (33). We tagged the three adhesin-like genes at the 3′-terminus of ORF with GFP (the short C-terminus containing the GPI modification site was deleted from each protein) and detected these proteins in live cells. Yl*rep1*Δ cells carrying three GFP-tagged genes all exhibited brighter GFP fluorescence than wild-type cells carrying the same construct (Fig. 5D). This result suggests that the three adhesin-like genes are targets of YlRep1 repression. For unclear reasons, the GFP fluorescence was predominantly retained intracellularly instead of being localized on the cell surface. This was likely due to the recycling of cell surface proteins into the vacuoles.

It should be noted that Yl*rep1*Δ and Yl*ngs1*Δ cells carrying *P_YlACT1_-4NAG* grew slower than wild-type cells carrying *P_YlACT1_-4NAG* or empty vector in liquid GlcNAc medium. This may have an impact on gene expression. Together, our results suggest that YlRep1 and YlNgs1 co-repress a set of transcription factors and cell wall protein genes, some of which are associated with filamentation.

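Between the mutants themselves, 0 of the 17 transcription factor and 0 of the 15 cell wall protein genes that Table 2 lists as higher in Yl*rep1*Δ cells were called by edgeR, and 0 and 0 passed at an unadjusted p under 0.05 with at least 2-fold. Their log2 fold changes in Yl*ngs1*Δ against Yl*rep1*Δ ran from −0.33 to 1.03 (median 0.32) for the transcription factor genes and from −0.09 to 1.25 (median 0.43) for the cell wall protein genes, so 14 of 17 and 14 of 15 were nominally higher in Yl*ngs1*Δ. Yl*WOR4* had a log2 fold change of 1.03 (standard error 0.52) and YALI0F07535 one of 1.25 (standard error 0.61) in this comparison, each at an adjusted p of 1.00 from edgeR's quasi-likelihood test. A p that misses the threshold does not show that the mutants act alike.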

### GlcNAc catabolism is not required for GlcNAc inhibition of filamentation

In *C. albicans*, Ca*hxk1*Δ and Ca*hxk1*Δ Ca*dac1*Δ Ca*nag1*Δ cells are unable to catabolize GlcNAc but can still be induced to form hyphae, suggesting that GlcNAc catabolism is not required for the induction of filamentation by GlcNAc (27). To determine whether GlcNAc catabolism is required for the inhibition of filamentation by GlcNAc in *Y. lipolytica*, we examined the morphology of Yl*ngt1*Δ and Yl*nag5*Δ cells (YlNag5 is the ortholog of *C. albicans* CaHxk1) grown in medium containing both glucose and GlcNAc (note: Yl*dac1*Δ and Yl*nag1*Δ cells did not grow in this medium). In contrast to wild-type cells that did not form any filaments, Yl*ngt1*Δ and Yl*nag5*Δ cells formed wrinkled colonies with short radial filaments on solid medium and were elongated and formed filaments in liquid media (Fig. 6A). YlNgt1 is the GlcNAc transporter on the cell surface. Since Yl*ngt1*Δ cells are strongly defective in growth in GlcNAc medium (Fig. 1B), the growth seen here is most likely supported by glucose. This result suggests that GlcNAc needs to enter the cells efficiently to inhibit filamentation. The observation that Yl*nag5*Δ cells still formed filaments in this medium suggests that GlcNAc catabolism might be required for the inhibition of filamentation by GlcNAc.

**Fig 6:**
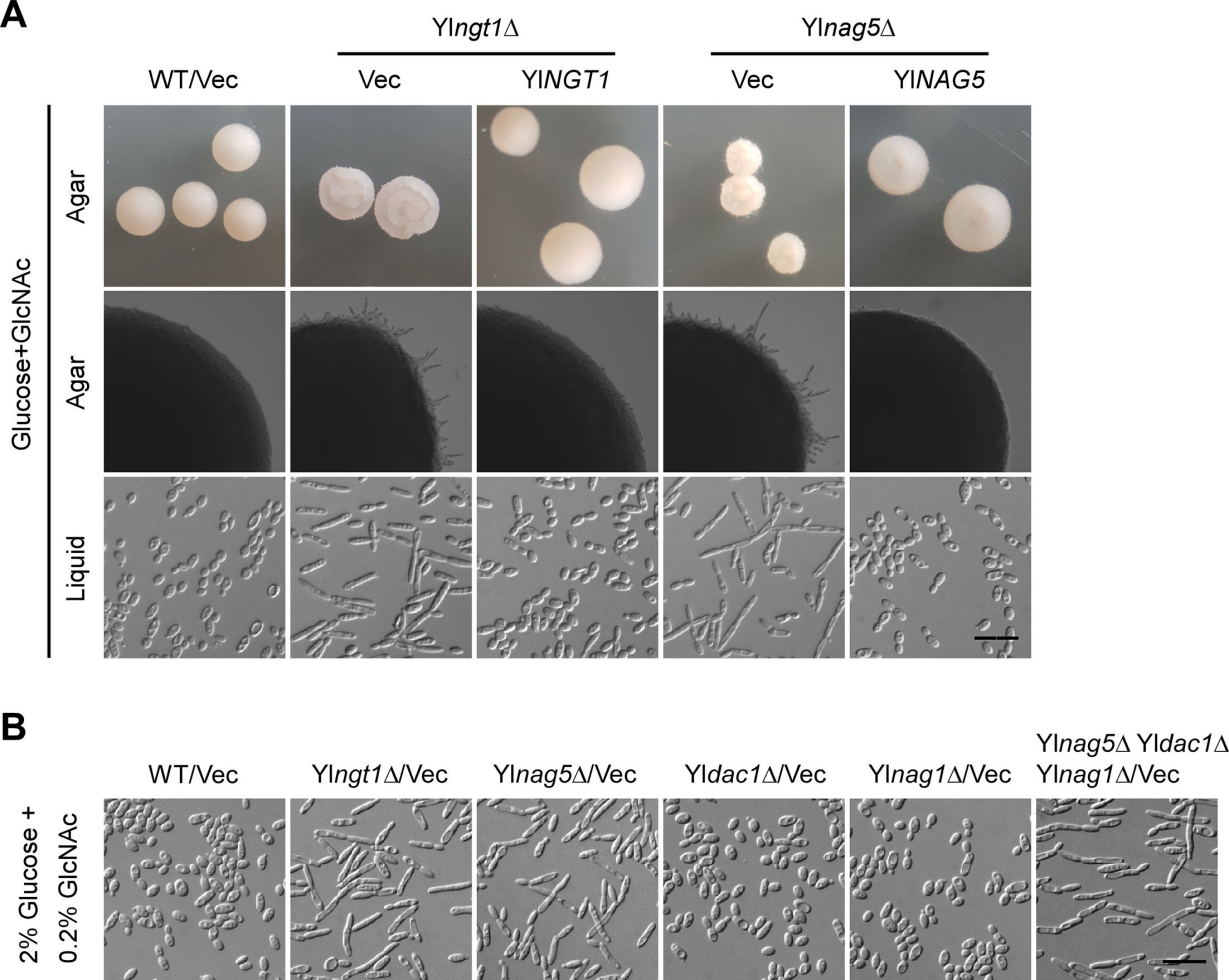
GlcNAc catabolism is not required for the inhibition of filamentation by GlcNAc. (**A**) Colony and cell morphologies of Yl*ngt1*Δ and Yl*nag5*Δ strains in Glucose + GlcNAc medium. Wild-type (WT), Yl*ngt1*Δ, and Yl*nag5*Δ cells carrying pINA445 (Vec) or pINA445-Gene were grown on YNB-Glucose + GlcNAc agar for 3 days (upper row) or 2 days (middle row) or in liquid medium for 16 h (bottom row) at 30°C. (**B**) GlcNAc inhibits filamentation in Yl*dac1*Δ and Yl*nag1*Δ cells. Wild-type (WT), Yl*ngt1*Δ, Yl*nag5*Δ, and Yl*nag5*Δ Yl*dac1*Δ Yl*nag1*Δ cells carrying pINA445 (Vec) were grown in liquid YNB-2% Glucose + 0.2% GlcNAc medium for 16 h at 30°C. Yl*dac1*Δ and Yl*nag1*Δ cells carrying pINA445 were grown in the same medium until their cell densities were comparable to that of wild-type cells (~24 h). All the assays were done at least three times on different days. Bars, 20 µm.

To make sure that this idea is correct, we wanted to examine the morphology of Yl*dac1*Δ and Yl*nag1*Δ cells, which are also unable to catabolize GlcNAc. To solve the problem of growth inhibition by GlcNAc, we cultured Yl*dac1*Δ and Yl*nag1*Δ cells continuously in liquid medium containing both glucose and GlcNAc to isolate growing cells. The concentration of GlcNAc was initially set at 0.05% and gradually increased to 0.2%. We eventually isolated Yl*dac1*Δ and Yl*nag1*Δ cells that grew in medium containing both 2% glucose and 0.2% GlcNAc. Interestingly, Yl*dac1*Δ and Yl*nag1*Δ cells were in the oval-shaped yeast form. None of the Yl*dac1*Δ and Yl*nag1*Δ cells were longer than 20 µm. In contrast, Yl*ngt1*Δ, Yl*nag5*Δ, and Yl*nag5*Δ Yl*dac1*Δ Yl*nag1*Δ cells were elongated and formed filaments (Fig. 6B). Twenty-nine percent of Yl*ngt1*Δ, 25% of Yl*nag5*Δ, and 27% of Yl*nag5*Δ Yl*dac1*Δ Yl*nag1*Δ cells (*n* > 400) grown in this medium were longer than 20 µm. This result suggests that the inhibition of filamentation by GlcNAc requires YlNag5 but not GlcNAc catabolism.

### The transcriptional repression of YlRep1 may require YlNag5

Because Yl*rep1*Δ cells and Yl*nag5*Δ cells formed filaments in liquid medium containing both glucose and GlcNAc (Fig. 4A and 6A), this raises the possibility that YlNag5 may be required for YlRep1 to repress filamentation-related genes. To explore this possibility, we measured the expression levels of major YlRep1-repressed transcription factor and cell wall protein genes (identified by RNA-Seq) in wild-type, Yl*rep1*Δ, Yl*nag5*Δ, and Yl*rep1*Δ Yl*nag5*Δ cells grown in medium containing both glucose and GlcNAc (note: this medium is different from the GlcNAc medium used for RNA-Seq). For the four transcription factor genes, *MHY1* and Yl*WOR4* were markedly upregulated in Yl*rep1*Δ cells grown in this medium. They were also significantly upregulated in Yl*nag5*Δ and Yl*rep1*Δ Yl*nag5*Δ cells (Fig. 7A). Although Yl*AAF2* and Yl*CBF1* were not significantly upregulated in Yl*rep1*Δ cells grown in this medium, they were significantly upregulated in Yl*nag5*Δ cells, and Yl*CBF1* was also significantly upregulated in Yl*rep1*Δ Yl*nag5*Δ cells (Fig. 7A). For the seven cell wall protein genes, all of them were significantly upregulated in Yl*rep1*Δ cells except *YALI0F21857*, and they all were significantly upregulated in Yl*nag5*Δ and Yl*rep1*Δ Yl*nag5*Δ cells (Fig. 7B). These results indicate that major YlRep1-repressed transcription factor and cell wall protein genes are all upregulated in Yl*nag5*Δ cells grown in medium containing both glucose and GlcNAc, suggesting that the repression of these genes by YlRep1 may require YlNag5.

**Fig 7:**
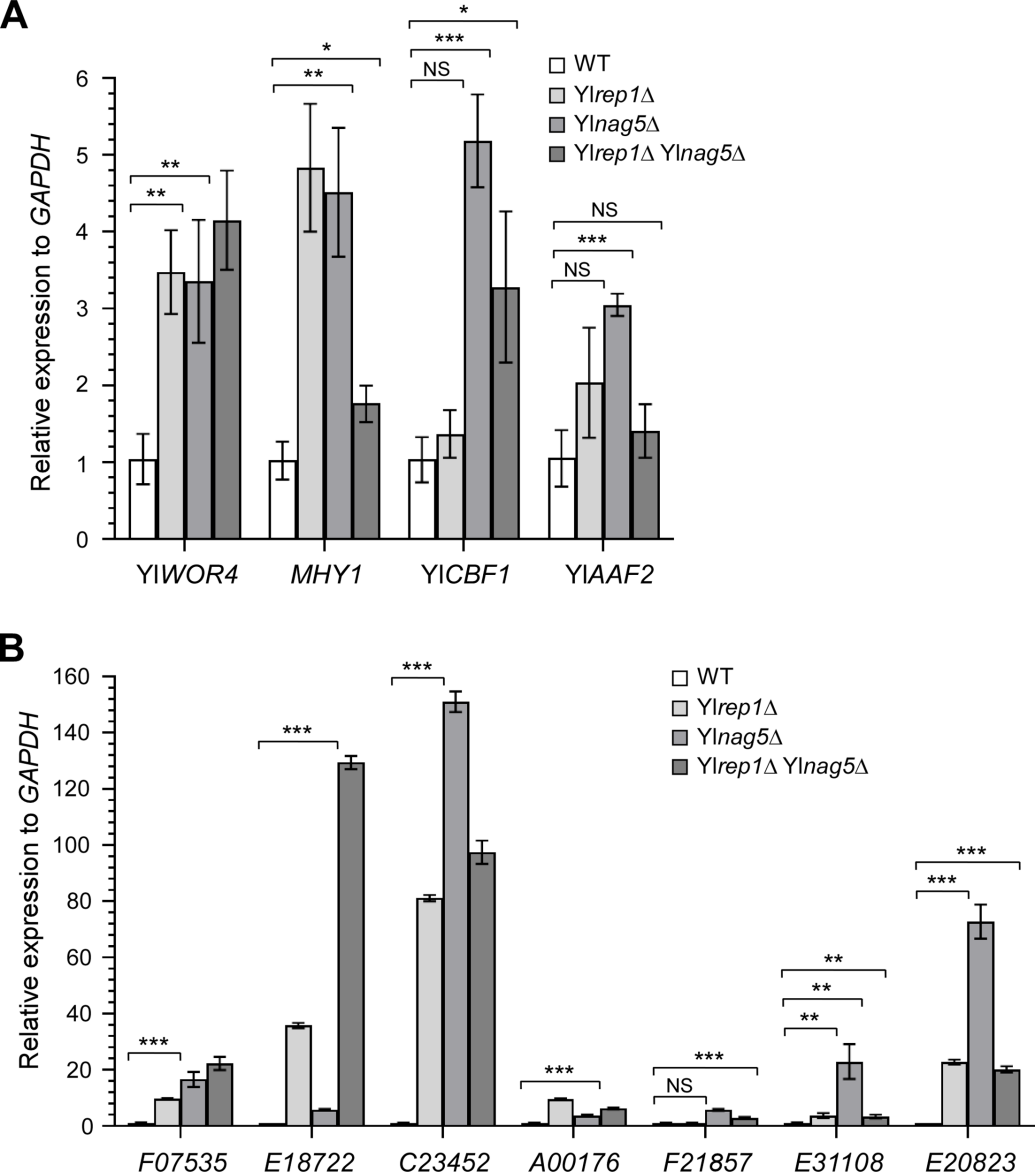
The transcriptional repression of YlRep1 may require YlNag5. The major transcription factor and cell wall protein genes repressed by YlRep1 were upregulated in Yl*nag5*Δ cells. The transcription levels of transcription factor genes Yl*WOR4*, *MHY1*, Yl*CBF1*, Yl*AAF2* (**A**), and cell wall protein genes *YALI0F07535*, *YALI0E18722*, *YALI0C23452*, *YALI0A00176*, *YALI0F01857*, *YALI0E31108*, and *YALI0E20823* (**B**) in wild-type (WT), Yl*rep1*Δ, Yl*nag5*Δ, and Yl*rep1*Δ Yl*nag5*Δ cells grown in YNB-Glucose + GlcNAc medium were determined by qRT-PCR and normalized to *GAPDH*. All qRT-PCR data showed mean ± standard deviation from three independent experiments done on different days. The unpaired two-tailed Student’s *t*-test was used to examine the statistical significance of the difference between two samples. Statistically significant differences are indicated by the asterisks (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001). NS, not statistically significant.

## DISCUSSION

GlcNAc is a common source of carbon and nitrogen in nature, present in both terrestrial and aquatic environments, as well as in animal intestines. Surprisingly, it is also a signaling molecule that stimulates morphogenetic transitions in fungi. In this study, we show that GlcNAc inhibits filamentation in the dimorphic yeast *Y. lipolytica*. The Rep1-Ngs1 complex not only regulates the induction of GlcNAc catabolic genes but also the inhibition of filamentation by GlcNAc. GlcNAc inhibition of filamentation requires the GlcNAc kinase YlNag5 but operates independently of GlcNAc catabolism. These results provide new insights into the GlcNAc-regulated dimorphic transition in *Y. lipolytica*.

GlcNAc is a potent inducer of filamentation in *C. albicans* (29). Based on this observation, researchers studying dimorphic transition in *Y. lipolytica* also tested GlcNAc for its ability to induce filamentation, often using it in combination with a citrate buffer at near-neutral pH (pH 6–7) (see a summary in Table S3) (4, 30, 31). Sometimes, additional treatment of the cells, such as brief cold treatment, was also employed to increase the efficiency (4, 31). Since this combination proved effective, many papers that cited the results have described GlcNAc as an inducer of filamentation in *Y. lipolytica*. However, because citrate and particularly neutral pH are strong inducers of filamentation (5), the exact role of GlcNAc in regulating filamentation in *Y. lipolytica* remains unclear. One study reported that GlcNAc alone induces filamentation poorly compared to glucose and suggested that the apparent “filament-inducing” effect of GlcNAc might actually be due to neutral pH and citrate (see Table S3) (5). Our findings support this idea. While GlcNAc inhibits filamentation, we observed that cells grown in GlcNAc were still able to form filaments in response to alkaline pH induction, in agreement with previous reports. Similarly, GlcNAc has been shown to strongly inhibit filamentation in *C. tropicalis* (25), which is closely related to *C. albicans*. However, the mechanism underlying this inhibition is not clear.

In *C. albicans*, GlcNAc induces filamentation via both alkalization of the culture medium and CaNgs1 signaling (19, 21, 32). In contrast, GlcNAc inhibits filamentation primarily via YlRep1-YlNgs1 signaling in *Y. lipolytica*. Although GlcNAc catabolism slightly decreases ambient pH, it is less strong than glucose catabolism. Based on the observation that glucose induces filamentation even though glucose catabolism decreases ambient pH, the decrease of ambient pH by GlcNAc catabolism is not critical for the inhibition of filamentation.

Why does GlcNAc promote filamentation in *C. albicans* but inhibit filamentation in *Y. lipolytica* and *C. tropicalis*? These opposing, species-specific responses likely reflect the distinct ecological niches and evolutionary pressures faced by these species. *C. albicans*, which typically resides within the human body, uses filamentation as a strategy to invade host tissues more effectively and evade immune responses (8). Since GlcNAc is naturally present in the host environment as a component of the extracellular matrix of host cells and a cell wall component of commensal microbiota, it likely acts as a signal to *C. albicans* that it is in a host environment, triggering filamentation as a survival and invasive strategy. In contrast, *Y. lipolytica* and *C. tropicalis* primarily inhabit soil and water (34–36). GlcNAc may act more as a nutrient source than a morphogenic signal for filamentation in *Y. lipolytica* and *C. tropicalis*.

The Ndt80 family transcription factor Rep1 (called Ron1 in filamentous fungi) is essential for GlcNAc utilization and the induction of GlcNAc catabolic genes in yeast species *C. albicans*, *C. tropicalis*, and *Y. lipolytica,* as well as in filamentous fungi, such as *T. reesei* (19, 23, 26). The histone acetyltransferase Ngs1 is widely conserved across fungal species that can metabolize GlcNAc, where Ngs1 functions as the GlcNAc sensor and transducer (19, 24). Several studies, including this one, have shown that the Rep1-Ngs1 complex plays a critical role in inducing GlcNAc catabolic genes in various fungal species (19, 24, 37). These results suggest that the role of Rep1-Ngs1 in regulating GlcNAc catabolic genes might be evolutionarily conserved.

In *C. albicans*, the induction of GlcNAc catabolic genes requires CaRep1-CaNgs1 signaling, whereas GlcNAc-induced filamentation requires CaNgs1 but not CaRep1 (19, 21). CaNgs1 is thought to bind to the promoter of the transcription factor CaBrg1 and induce its expression in the presence of GlcNAc. CaBrg1, in turn, downregulates the expression of CaNrg1, a major repressor of filamentation, leading to hyphal development (19). Notably, this regulation is independent of GlcNAc catabolism. In the human pathogen *C. tropicalis*, GlcNAc strongly inhibits filamentation (25), which is similar to the regulation observed in *Y. lipolytica*. Interestingly, CtRep1 is also required for the inhibition of filamentation by GlcNAc, as filamentation occurred in Ct*rep1*Δ cells but not in wild-type cells grown in medium containing both glucose and GlcNAc (26). This finding closely parallels our observations in *Y. lipolytica*. In this study, we demonstrate that both YlRep1 and YlNgs1 are essential for GlcNAc inhibition of filamentation in *Y. lipolytica*. YlRep1 likely functions by recruiting YlNgs1 to the promoters of target genes. Together, they repress filamentation-related genes, including the key regulator of filamentation *MHY1* (which encodes a transcription factor) and three adhesin-like genes.

Our results indicate that the YlRep1-YlNgs1 complex plays dual and opposing roles in regulating gene expression. In response to GlcNAc, it activates GlcNAc catabolic genes but represses filamentation-related genes. In *C. tropicalis*, where GlcNAc also inhibits filamentation, although it is not yet known about CtNgs1’s role, CtRep1 also activates GlcNAc catabolic genes but inhibits filamentation (26), which resembles *Y. lipolytica* YlRep1. In *C. albicans*, where GlcNAc induces filamentation, although CaRep1 is not involved in regulating GlcNAc-induced filamentation, CaRep1 is initially reported to repress the expression of *MDR1* efflux pump involved in drug resistance (20), indicating that CaRep1 also plays dual and opposing roles in regulating gene expression. In this study, we show that YlRep1 and YlNgs1 exhibit transcriptional activation activity, which could explain how the Rep1-Ngs1 complex activates GlcNAc catabolic genes in response to GlcNAc. However, it remains unclear how YlRep1-YlNgs1 represses gene expression.

In this study, we observed that GlcNAc failed to inhibit filamentation in Yl*nag5*Δ and Yl*nag5*Δ Yl*dac1*Δ Yl*nag1*Δ cells grown in medium containing both glucose and GlcNAc, suggesting that YlNag5 is important for the inhibition of filamentation by GlcNAc. Supporting this finding, we observed that major transcription factor and cell wall protein genes repressed by YlRep1 were upregulated in Yl*nag5*Δ cells grown in medium containing both glucose and GlcNAc, indicating that YlNag5 may be required for YlRep1 to repress filamentation-related genes. However, the exact mechanism underlying this YlNag5 function is unclear.

In *C. tropicalis*, where GlcNAc also inhibits filamentation, GlcNAc still inhibited filamentation in Ct*hxk1*Δ cells (CtHxk1 is the ortholog of YlNag5) while CtHxk1 overexpression drastically increased filamentous growth on Lee’s media containing GlcNAc (38), suggesting that CtHxk1 promotes filamentation rather than inhibiting it. Interestingly, a previous report indicated that overexpression of YlNag5 led to strong filamentation in *Y. lipolytica* cells grown in media containing glucose, glycerol, or GlcNAc (14), suggesting that YlNag5 may function similarly to CtHxk1. However, in our study, we did not observe a similar effect when YlNag5 was overexpressed.

Our study characterizes the inhibitory effect of GlcNAc on filamentous growth in *Y. lipolytica* and identifies YlRep1-YlNgs1 as a key regulator in the inhibition of filamentation by GlcNAc. It also suggests that the repression of filamentation-related genes by YlRep1 may require the GlcNAc kinase YlNag5. However, there are also limitations in this study. For example, some of the mutants generated in this study, such as Yl*rep1*Δ and Yl*ngs1*Δ cells carrying *P_YlACT1_-4NAG,* grew slower than wild-type cells carrying *P_YlACT1_-4NAG* or empty vector in liquid GlcNAc medium. Moreover, Yl*dac1*Δ and Yl*nag1*Δ cells also grew slower than wild-type cells in medium containing 2% glucose and 0.2% GlcNAc. The slow-growth phenotype of these mutants may have an impact on gene expression and filamentation. We observed that YlRep1-YlNgs1 exhibits opposing effects on filamentation compared to *C. albicans* CaNgs1. It is not clear what factor may determine the divergent outcomes between these two yeast species. It is also not clear why GlcNAc fails to inhibit filamentation in Yl*nag5*Δ and Yl*nag5*Δ Yl*dac1*Δ Yl*nag1*Δ cells. Future investigations are needed to address these questions.

## MATERIALS AND METHODS

### Strains and media

The *Y. lipolytica* strains used in this study are listed in Table S4 in the supplemental material. PO1a (*MATA leu2-270 ura3-302*) was used as the wild-type strain. *Y. lipolytica* strains were grown at 30°C. Culture media include yeast extract-peptone-dextrose (YPD) medium (20 g/L peptone, 10 g/L yeast extract, 2% glucose) and YNB medium (6.7 g/L yeast nitrogen base without amino acid) containing GlcNAc (1%), glucose (1%), glycerol (1%), or glucose + GlcNAc (1% glucose, 1% GlcNAc) supplemented with 80 mg/L leucine, 20 mg/L uracil, or both, when required. Na_2_HPO_4_-citric acid buffer was used to adjust the medium to pH 7.0 or pH 7.5 when required. *S. cerevisiae* strains used are listed in Table S4. *E. coli* strain DH5α was used for plasmid amplification.

### Plasmid construction

The plasmids used in this study are listed in Table S5. The oligonucleotide primers are listed in Table S6. To generate pINA445-YlREP1, Yl*REP1* carrying a 2,000 bp promoter and 400 bp 3′-UTR was amplified from genomic DNA by PCR and inserted into *Hin*dIII-digested vector pINA445 (*CEN*, *LEU2*) using ClonExpress II One Step Cloning Kit (Vazyme Biotech Co., China). Similarly, Yl*NGS1* (carrying 1,400 bp promoter and 400 bp 3′-UTR), Yl*NDT80* (carrying 500 bp promoter and 500 bp 3′-UTR), Yl*NGT1* (carrying 2,000 bp promoter and 500 bp 3′-UTR), Yl*NAG5* (carrying 841 bp promoter and 500 bp 3′-UTR), Yl*DAC1* (carrying 2,000 bp promoter and 517 bp 3′-UTR), and Yl*NAG1* (carrying 2,000 bp promoter and 500 bp 3′-UTR) were inserted into pINA445, yielding pINA445-YlNGS1, pINA445-YlNDT80, pINA445-YlNGT1, pINA445-YlNAG5, pINA445-YlDAC1, and pINA445-YlNAG1, respectively.

To generate the plasmid that carries four GlcNAc catabolic genes (NAG) under the control of Yl*ACT1* promoter, the 947 bp Yl*ACT1* promoter (nucleotides −950 to −4 relative to the first nucleotide in the start codon) was amplified by PCR from genomic DNA and fused to the ORFs of four GlcNAc catabolic genes by overlapping PCR. The resulting expression cassettes *P_YlACT1_*-Yl*NGT1*, *P_YlACT1_*-Yl*NAG5*, *P_YlACT1_*-Yl*DAC1*, and *P_YlACT1_*-Yl*NAG1* were inserted into pYL25 (*CEN*, Yl*URA3*) and pYL27 (*CEN*, Yl*LEU2*), yielding pYL25-4NAG and pYL27-4NAG, respectively.

To monitor the transcriptional activities of Yl*NGT1*, Yl*NAG5*, Yl*DAC1*, and Yl*NAG1* promoters in Yl*rep1*Δ cells and Yl*ngs1*Δ cells versus wild-type cells, the promoter region of each gene plus the ATG start codon was amplified by PCR and inserted into pINA445-*lacZ* using the ClonExpress II One-Step Cloning Kit, yielding pINA445-P_YlNGT1_-*lacZ*, pINA445-P_YlNAG5_-*lacZ*, pINA445-P_YlDAC1_-*lacZ*, and pINA445-P_YlNAG1_-*lacZ*.

To generate LexA-YlRep1 and LexA-YlNgs1 for one-hybrid assay, the DNA-binding domain (a.a. 1-87) of the *E. coli lexA* gene was amplified and inserted into *Hin*dIII-digested pYL21, yielding pYL21-lexA. Similarly, *lexA-YlREP1* and *lexA-YlNGS1* were generated by overlapping PCR and inserted into pYL21, yielding pYL21-lexA-YlREP1 and pYL21-lexA-YlNGS1. pINA445-lexAop-P_YlLEU2_-lacZ was reported previously (39).

To overexpress the transcription factor genes, the ORFs of Yl*WOR4*, Yl*CBF1*, *MHY1*, and Yl*AAF2* plus 300 bp 3′-UTR were amplified by PCR and inserted into pYL13 (*CEN*, Yl*LEU2*, *P_YlTEF1_*), yielding pYL13-YlWOR4, pYL13-YlCBF1, pYL13-MHY1, and pYL13-YlAAF2, respectively.

To visualize the transcriptional activities of the adhesin-like genes that were highly repressed by YlRep1, *YALI0C23452^1-794^* carrying a 2,674 bp promoter, *YALI0E18722^1-608^* carrying a 1,775 bp promoter, and *YALI0A00176^1-825^* carrying a 2,000 bp promoter were amplified by PCR and inserted into *Bam*HI-digested pYL14, yielding pYL14-YALI0C23452^ΔC^, pYL14-YALI0E18722^ΔC^, and pYL14-YALI0A00176^ΔC^, respectively.

For the two-hybrid assay, full-length Yl*NGS1* ORF was amplified from genomic DNA by PCR and inserted into *Bam*HI-digested pGAD-C1 (2μ, *LEU2*, *GAL4-AD*) and pGBDU-C1 (2μ, *URA3*, *GAL4-DBD*), yielding pGAD-YlNGS1 and pGBDU-YlNGS1, respectively. Similarly, full-length Yl*REP1*, Yl*REP1^1-200^*, Yl*REP1^1-376^*, and Yl*REP1^377-494^* segments were amplified from genomic DNA by PCR and inserted into *Bam*HI-digested pGAD-C1 and pGBDU-C1, yielding pGAD-YlREP1, pGAD-YlREP1 segments, pGBDU-YlREP1 and pGBDU-YlREP1 segments.

### Yeast strain construction

Yl*NGT1*, Yl*NAG5*, Yl*DAC1*, Yl*NAG1*, Yl*REP1*, Yl*NGS1*, and Yl*NDT80* were deleted in *Y. lipolytica* strains by homologous recombination following standard procedure (39).

### β-Galactosidase assay

The β-galactosidase activity in the cells was determined by the crude cell extract assay using O-nitrophenyl-β-D-galactopyranoside (ONPG) as the substrate, as reported previously (39).

### Yeast two-hybrid assay

pGAD-C1-based plasmids were transformed into the *S. cerevisiae* haploid strain pJ69-4A. pGBDU-C1-based plasmids were transformed into the haploid strain pJ69-4α. Pairs of haploid strains were mated on YPD plates and then replica plated onto SC-Leu-Ura plates to select for diploid cells that harbor both bait and prey plasmids. Diploid cells were patched on an SC-Leu-Ura plate and replica plated onto an SC-Leu-Ura-Ade plate to check for growth. Growth indicates interaction between the DNA-binding domain (DBD) and activation domain (AD) fusion proteins.

### RNA-Seq analysis

*Y. lipolytica* cells were grown in liquid YNB-GlcNAc medium supplemented with uracil at 30°C and collected at an OD600 of ~0.8. Each sample was in triplicate. RNA-Seq was conducted at Personalbio (Shanghai, China). Differential expression analysis between two conditions was performed on Personalbio Genescloud. Differentially expressed genes were defined as those for which the adjusted *P* value <0.05 and the fold change ≥2.0.

### RNA extraction and quantitative real-time PCR analysis

Yeast cells grown in 50 mL of culture at 30°C were collected at an OD_600_ of ~0.8. Total RNAs were extracted using Yeast RNA Kit (Omega, China). RNA integrity was examined by 1% agarose gel electrophoresis. The yields of RNAs were examined by the NanoDrop One Spectrometer. One microgram total RNA per sample was used for reverse transcription using the HiScript II Q RT SuperMix for qPCR (Vazyme Biotech Co., China). qPCRs were carried out using the ChamQ Universal SYBR qPCR Master (Vazyme Biotech Co., China) following the manufacturer’s instructions. The primers of qPCR were exquisitely selected to ensure only one peak per primer set, and the Cq values of all amplification curves were in the range from 15 to 30. Each sample was in triplicate and analyzed using Bio-Rad CFX Maestro (version 1.1) with normalized mode (ΔΔCq).

### Microscopy

An Olympus BX51 microscope (Tokyo) and a Retiga 2000R CCD camera (QImaging Corporation) were used to visualize cell morphology and green fluorescent protein. The images were acquired using QCapture Suite (QImaging Corporation).

## Data Availability

RNA-Seq data can be found in the supplemental material. Raw data have been deposited in the NCBI GEO repository under accession no. GSE307941.

## SUPPLEMENTAL MATERIAL

Table S1 msphere.00477-25-s0001.xlsx Differentially expressed genes in Ylrep1 cells.

Table S2 msphere.00477-25-s0002.xlsx Differentially expressed genes in Ylngs1 cells.

Supplemental Figures and Tables msphere.00477-25-s0003.pdf Fig. S1 and S2; Tables S3 to S6.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: GlcNAc induces GlcNAc catabolic genes and inhibits filamentation via YlRep1-YlNgs1 signaling in the dimorphic yeast Yarrowia lipolytica
**Source:** mSphere. 2025 Oct 3;10(10):e00477-25. doi: 10.1128/msphere.00477-25
**Supplement:** Supplemental Figures and Tables — Fig. S1 and S2; Tables S3 to S6.

Supplemental material

FIG S1. Cells of wild-type strains PO1a and W29 exhibited the same morphology in GlcNAc medium.

FIG S2. YlRep1 shares a large portion of target genes with YlNgs1.

TABLE S1. Differentially expressed genes in *Ylrep1*Δ and wild-type strains carrying pYL27-4NAG.

TABLE S2. Differentially expressed genes in *Ylngs1*Δ and wild-type strains carrying pYL27-4NAG.

TABLE S3. Summary of the studies on the effect of GlcNAc on filamentation in *Y. lipolytica*.

TABLE S4. *Y. lipolytica* and *S. cerevisiae* strains used in this study.

TABLE S5. Plasmids used in this study.

TABLE S6. Oligonucleotides used in this study.

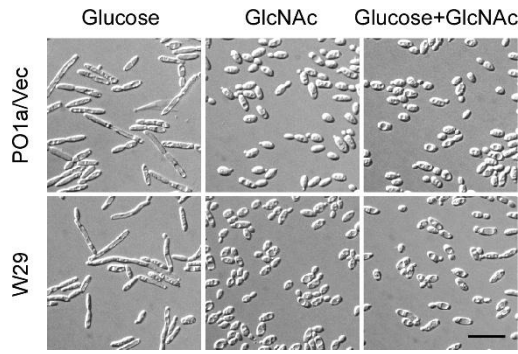

FIG S1. Cells of wild-type strains PO1a and W29 exhibited the same morphology in GlcNAc medium. Wild-type strain PO1a carrying empty vectors pINA445 (*CEN*, *Y1LEU2*) and pINA443 (*CEN*, *Y1URA3*) and strain W29 were grown in liquid YNB-Glucose, YNB-GlcNAc, or YNB-Glucose+GlcNAc medium for 16 h at 30°C. Bar, 20 μ m.

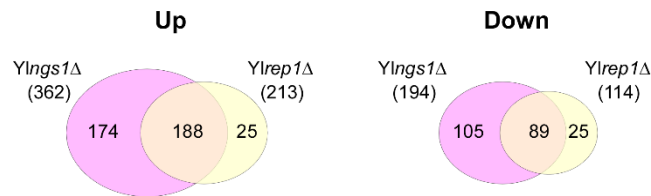

FIG S2. YlRep1 shares a large portion of target genes with YlNgs1. The Venn diagrams that represent the numbers of total, unique, and shared upregulated (Up) and downregulated (Down) genes between *Ylrep1Δ* and *Ylngs1Δ* strains carrying pYL27-4NAG (*P_{YACT1}-4NAG*) were shown.

TABLE S3. Summary of the studies on the effect of GlcNAc on filamentation in *Y. lipolytica*.

Strain	GlcNAc (w/v)	Buffer	pH	Other treatment	Temp.	Cell morphology	Filaments (%)	Source
**Studies suggesting that GlcNAc induces filamentation**								
CX-39-74C ^a	1%	50 mM citric acid-sodium citrate buffer	6.0	No	24°C	Hyphae (long filaments)	80-95%	Rodriguez and Dominguez (1984)
CX 39-74A	1%	50 mM citric acid-sodium citrate buffer	6.0	Cold treatment (4°C 15 min) and heat shock (30°C incubation)	30°C	Hyphae (long filaments)	~90%	Guevara-Olvera et al. (1993)
SA-1 ^a	1%	50 mM citric acid-sodium citrate buffer	6.0	Nitrogen starvation and cold treatment (4°C, 2 h)	28°C	Hyphae (long filaments)	> 90%	Pérez-Campo and Domínguez (2001)
W29	1%	100 mM citrate buffer	7.0	No	27°C	A mixture of yeast form and filaments	NA	Braga et al. (2016)
**Studies suggesting that GlcNAc is not a good inducer of filamentation or GlcNAc inhibits filamentation**								
W29	1%	50 mM Phosphate buffer	7.0	No	28°C	Predominantly yeast form	8% (very short cells)	Ruiz-Herrera and Sentandreu (2002)
		100 mM Phosphate buffer	7.0	No	28°C	Predominantly yeast form	15% (very short cells)	
		50 mM Tris-HCl buffer	7.0	No	28°C	All yeast form	0%	
		100 mM Tris-HCl buffer	7.0	No	28°C	Predominantly yeast form	7% (very short cells)	
		50 mM citrate buffer	7.0	No	28°C	A mixture of yeast form and hyphae	54%	
		100 mM citrate buffer	7.0	No	28°C	Hyphae	91%	
PO1a	2%	No buffer	NA	No	30°C	Yeast form	0%	Flores and Gancedo (2015)
PO1a	1%	No buffer	~5.4	No	30°C	All yeast form	0%	This study
		Na ₂ HPO ₄ -citric acid buffer (63 µM citric acid)	7.0	No		Predominantly elongated cell and a few filaments	7% (> 20 µm)<br>65% (> 10 µm)	
		Na ₂ HPO ₄ -citric acid buffer (1.14 mM citric acid)	7.5	No		Predominantly long filaments and a few yeast form	82% (> 20 µm)	

Note: All the listed media contain 0.67% Yeast Nitrogen Base (YNB). a: Glucose did not induce filamentation in strains CX-39-74C and SA-1. NA: Not available.

References:

1. Braga A, Mesquita DP, Amaral AL, Ferreira EC, Belo I. (2016) Quantitative image analysis as a tool for *Yarrowia lipolytica*

dimorphic growth evaluation in different culture media. *J Biotechnol* 217:22-30.

2. Flores CL, Gancedo C. (2015) The gene *YALI0E20207g* from *Yarrowia lipolytica* encodes an N-acetylglucosamine kinase implicated in the regulated expression of the genes from the N-acetylglucosamine assimilatory pathway. *PLoS One* 10:e0122135.
3. Guevara-Olvera L, Calvo-Méndez C, Ruiz-Herrera J (1993) The role of polyamine metabolism in dimorphism of *Yarrowia lipolytica*. *J Gen Microbiol* 193:485-493.
4. Pérez-Campo FM, Domínguez A. (2001) Factors affecting the morphogenetic switch in *Yarrowia lipolytica*. *Curr Microbiol* 43:429-33.
5. Rodríguez C, Domínguez A. (1984) The growth characteristics of *Saccharomycopsis lipolytica*: morphology and induction of mycelial formation. *Can J Microbiol* 30:605–612.
6. Ruiz-Herrera J, Sentandreu R. (2002) Different effectors of dimorphism in *Yarrowia lipolytica*. *Arch Microbiol* 178:477-83.

TABLE S4. *Y. lipolytica* and *S. cerevisiae* strains used in this study.

Strain	Genotype	Source
<i>Y. lipolytica</i> strains		
PO1a	<i>MATA leu2-270 ura3-302</i>	1
YLX556	As PO1a except <i>Ylrep1Δ::loxR/P</i>	This study
YLX557	As PO1a except <i>Ylngs1Δ::loxR/P</i>	This study
YLX558	As PO1a except <i>Ylndt80Δ::loxR/P</i>	This study
YLX559	As PO1a except <i>Ylngt1Δ::loxR/P</i>	This study
YLX560	As PO1a except <i>Ylnag5Δ::loxR/P</i>	This study
YLX561	As PO1a except <i>Yldac1Δ::loxR/P</i>	This study
YLX562	As PO1a except <i>Ylnag1Δ::loxR/P</i>	This study
YLX563	As PO1a except <i>Ylrep1Δ::loxR/P Ylnag5Δ::loxR/P</i>	This study
YLX564	As PO1a except <i>Ylnag5Δ::loxR/P Yldac1Δ::loxR/P Ylnag1Δ::loxR/P</i>	This study
<i>S. cerevisiae</i> strains		
pJ69-4A	<i>MATa his3-Δ200 leu2-3,112 trp1-901 ura3-52 gal4Δ gal80Δ LYS2::GAL1-HIS3 GAL2-ADE2 met2::GAL7-lacZ</i>	2
pJ69-4α	<i>MATα his3-Δ200 leu2-3,112 trp1-901 ura3-52 gal4Δ gal80Δ LYS2::GAL1-HIS3 GAL2-ADE2 met2::GAL7-lacZ</i>	2

References

1. Barth G and Gaillardin C (1996) The dimorphic fungus *Yarrowia lipolytica*. p.313-368. In K. Wolf (ed). Non-conventional yeasts in biotechnology. Springer, Heidelberg, Germany
2. James P, Halladay J, Craig EA (1996) Genomic libraries and a host strain designed for highly efficient two-hybrid selection in yeast. *Genetics* 144:1425-1436.

TABLE S5. Plasmids used in this study.

Plasmid	Description	Source
pINA445	pBR322 carrying <i>ARS68 (CEN/ARS)</i> and <i>Y1LEU2</i>	1
pINA445-YIREP1	<i>Y1REP1</i> carrying 2000-bp promoter and 400-bp 3'-UTR	This study
pINA445-YINGS1	<i>YINGS1</i> carrying 1400-bp promoter and 400-bp 3'-UTR	This study
pINA445-YINDT80	<i>YINDT80</i> carrying 500-bp promoter and 500-bp 3'-UTR	This study
pINA445-YINGT1	<i>YINGT1</i> carrying 2000-bp promoter and 500-bp 3'-UTR	This study
pINA445-YINAG5	<i>YINAG5</i> carrying 841-bp promoter and 500-bp 3'-UTR	This study
pINA445-YIDAC1	<i>YIDAC1</i> carrying 2000-bp promoter and 517-bp 3'-UTR	This study
pINA445-YINAG1	<i>YINAG1</i> carrying 2000-bp promoter and 500-bp 3'-UTR	This study
pINA445-lacZ	pINA445 carrying lacZ reporter	2
pINA445-P _{YINGT1} -lacZ	pINA445-lacZ carrying 3428-bp <i>YINGT1</i> promoter	This study
pINA445-P _{YINAG5} -lacZ	pINA445-lacZ carrying 1000-bp <i>YINAG5</i> promoter	This study
pINA445-P _{YIDAC1} -lacZ	pINA445-lacZ carrying 1000-bp <i>YIDAC1</i> promoter	This study
pINA445-P _{YINAG1} -lacZ	pINA445-lacZ carrying 1000-bp <i>YINAG1</i> promoter	This study
pYL14	pINA445 carrying <i>EGFP-T_{YIURA3}</i>	2
pYL14-YALI0C23452 ^{ΔC}	<i>YALI0C23452¹⁻⁷⁹⁴-GFP</i> (a.a. 1-794) carrying 2674-bp <i>YALI0C23452</i> promoter	This study
pYL14-YALI0E18722 ^{ΔC}	<i>YALI0E18722¹⁻⁶⁰⁸-GFP</i> (a.a. 1-608) carrying 1775-bp <i>YALI0E18722</i> promoter	This study
pYL14-YALI0A00176 ^{ΔC}	<i>YALI0A00176¹⁻⁸²⁵-GFP</i> (a.a. 1-829) carrying 2000-bp <i>YALI0A00176</i> promoter	This study
pYL13	pINA445 carrying 406-bp <i>Y1TEF1</i> promoter	2
pYL13-MHY1	<i>P_{Y1TEF1}-MHY1</i> plus 1185-bp 3'-UTR	3
pYL13-YIWOR4	<i>P_{Y1TEF1}-Y1WOR4</i> plus 300-bp 3'-UTR	This study
pYL13-YICBF1	<i>P_{Y1TEF1}-Y1CBF1</i> plus 300-bp 3'-UTR	This study
pYL13-YIAAF2	<i>P_{Y1TEF1}-YIAAF2</i> plus 300-bp 3'-UTR	This study
pYL8	pBlueScript KS(+) carrying <i>loxR-Y1URA3-loxP</i>	2
pYL8-YIREP1	<i>P_{Y1REP1-loxR-Y1URA3-loxP-T_{Y1REP1}}</i> in pYL8	This study
pYL8-YINGS1	<i>P_{YINGS1-loxR-Y1URA3-loxP-T_{YINGS1}}</i> in pYL8	This study
pYL8-YINDT80	<i>P_{YINDT80-loxR-Y1URA3-loxP-T_{YINDT80}}</i> in pYL8	This study
pYL8-YINGT1	<i>P_{YINGT1-loxR-Y1URA3-loxP-T_{YINGT1}}</i> in pYL8	This study
pYL8-YINAG5	<i>P_{YINAG5-loxR-Y1URA3-loxP-T_{YINAG5}}</i> in pYL8	This study
pYL8-YIDAC1	<i>P_{YIDAC1-loxR-Y1URA3-loxP-T_{YIDAC1}}</i> in pYL8	This study
pYL8-YINAG1	<i>P_{YINAG1-loxR-Y1URA3-loxP-T_{YINAG1}}</i> in pYL8	This study
pRRQ2	<i>ARS68 (CEN/ARS)</i> , <i>Y1LEU2</i> , <i>hp4d-CRE</i>	4
pYL21	406-bp <i>Y1TEF1</i> promoter, <i>ARS68 (CEN/ARS)</i> ,	Lab collection

	Y1URA3	
pYL21-lexA	<i>P_{YITEF1}-lexA</i> containing 254-bp <i>YITEF1</i> promoter and <i>lexA</i> (a.a. 1-87)	This study
pYL21-lexA-YIREP1	<i>P_{YITEF1}-lexA-YIREP1</i> containing 254-bp <i>YITEF1</i> promoter and <i>lexA</i> (a.a. 1-87)	This study
pYL21-lexA-YINGS1	<i>P_{YITEF1}-lexA-YINGS1</i> containing 254-bp <i>YITEF1</i> promoter and <i>lexA</i> (a.a. 1-87)	This study
pINA445-lexAop-P _{YILEU2} -lacZ	<i>lexAop4-P_{YILEU2}-lacZ</i> in pINA445	2
pYL25	pYL21 carrying the 947-bp <i>YIACT1</i> promoter instead of <i>YITEF1</i> promoter	This study
pYL25-4NAG	<i>P_{YIACT1}-YINGT1</i> , <i>P_{YIACT1}-YINAG5</i> , <i>P_{YIACT1}-YIDAC1</i> , <i>P_{YIACT1}-YINAG1</i>	This study
pYL27	pINA445 carrying the 947-bp <i>YIACT1</i> promoter	This study
pYL27-4NAG	<i>P_{YIACT1}-YINGT1</i> , <i>P_{YIACT1}-YINAG5</i> , <i>P_{YIACT1}-YIDAC1</i> , <i>P_{YIACT1}-YINAG1</i>	This study
pGAD-C1	2 μ , <i>LEU2</i> , <i>GAL4-AD</i>	5
pGAD-YINGS1	<i>YINGS1</i> in pGAD-C1	This study
pGAD-YIREP1	<i>YIREP1</i> in pGAD-C1	This study
pGAD-YIREP1 ¹⁻²⁰⁰	<i>YIREP1</i> ¹⁻²⁰⁰ in pGAD-C1	This study
pGAD-YIREP1 ¹⁻³⁷⁶	<i>YIREP1</i> ¹⁻³⁷⁶ in pGAD-C1	This study
pGAD-YIREP1 ³⁷⁷⁻⁴⁹⁴	<i>YIREP1</i> ³⁷⁷⁻⁴⁹⁴ in pGAD-C1	This study
pGBDU-C1	2 μ , <i>URA3</i> , <i>GAL4-BD</i>	5
pGBDU -YINGS1	<i>YINGS1</i> in pGBDU-C1	This study
pGBDU -YIREP1	<i>YIREP1</i> in pGBDU-C1	This study
pGBDU -YIREP1 ¹⁻²⁰⁰	<i>YIREP1</i> ¹⁻²⁰⁰ in pGBDU-C1	This study
pGBDU -YIREP1 ¹⁻³⁷⁶	<i>YIREP1</i> ¹⁻³⁷⁶ in pGBDU-C1	This study
pGBDU -YIREP1 ³⁷⁷⁻⁴⁹⁴	<i>YIREP1</i> ³⁷⁷⁻⁴⁹⁴ in pGBDU-C1	This study

References

1. Nuttley WM, Brade AM, Gaillardin C, Eitzen GA, Glover JR, Aitchison JD and Rachubinski RA (1993) Rapid identification and characterization of peroxisomal assembly mutants in *Yarrowia lipolytica*. *Yeast*. 9: 507–517.
2. Zhao X-F, Li M, Li Y-Q, Chen X-D and Gao X-D (2013) The TEA/ATTS transcription factor YITec1p represses the yeast-to-hypha transition in the dimorphic yeast *Yarrowia lipolytica*. *FEMS Yeast Res.* 13: 50-61.
3. Wu H, Shu T, Mao Y-S and Gao X-D (2020) Characterization of the promoter, downstream target genes and recognition DNA sequenced of Mhy1, a key filamentation-promoting transcription factor in the dimorphic yeast *Yarrowia lipolytica*. *Curr. Genet.* 66: 245-261.
4. Richard M, Quijano RR, Bezzate S, Bordon-Pallier F and Gaillardin C (2001) Tagging morphogenetic genes by insertional mutagenesis in the yeast *Yarrowia lipolytica*. *J. Bacteriol.* 183: 3098-3107.
5. James P, Halladay J and Craig EA (1996) Genomic libraries and a host strain designed for highly efficient two-hybrid selection in yeast. *Genetics* 114: 1425-1436.

TABLE S6. Oligonucleotides used in this study.

Name	Sequence (5'→3')	Use
YIREP1-PF	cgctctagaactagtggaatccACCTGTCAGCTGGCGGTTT	Amplification of P _{YIREP1}
YIREP1-PR	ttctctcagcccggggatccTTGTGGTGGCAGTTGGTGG	Amplification of P _{YIREP1}
YIREP1-TF	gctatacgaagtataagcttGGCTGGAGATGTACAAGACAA<br>GAA	Amplification of T _{YIREP1}
YIREP1-TR	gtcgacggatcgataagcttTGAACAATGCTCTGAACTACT<br>GTATGTG	Amplification of T _{YIREP1}
YIREP1-5CK	AAGCGAAGGCAGGCGAGTATCAG	Checking <i>Yirep1</i> Δ deletion
YIREP1-3CK	AAGACAAAGAAGGGCTGCTCAAG	Checking <i>Yirep1</i> Δ deletion
YIREP1-F	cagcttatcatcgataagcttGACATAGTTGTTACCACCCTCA<br>TTTT	Amplification of <i>YIREP1</i>
YIREP1-R	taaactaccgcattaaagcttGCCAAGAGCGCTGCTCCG	Amplification of <i>YIREP1</i>
YINGS1-PF	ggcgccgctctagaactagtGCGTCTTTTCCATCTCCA	Amplification of P _{YINGS1}
YINGS1-PR	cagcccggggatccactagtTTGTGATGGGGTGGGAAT	Amplification of P _{YINGS1}
YINGS1-TF	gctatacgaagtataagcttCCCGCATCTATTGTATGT	Amplification of T _{YINGS1}
YINGS1-TR	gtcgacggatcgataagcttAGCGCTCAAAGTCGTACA	Amplification of T _{YINGS1}
YINGS1-5CK	ACGTTGGCGTAGGTGGAAGGCAG	Checking <i>Ylngs1</i> Δ deletion
YINGS1-3CK	TGTATGTGTGGTGAATGCGGAGG	Checking <i>Ylngs1</i> Δ deletion
YINGS1-F	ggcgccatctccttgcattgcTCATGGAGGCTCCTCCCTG	Amplification of <i>YINGS1</i>
YINGS1-R	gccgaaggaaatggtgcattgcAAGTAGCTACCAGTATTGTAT<br>TAGCCAAA	Amplification of <i>YINGS1</i>
YINDT80-PF	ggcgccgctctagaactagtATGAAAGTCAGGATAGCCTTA<br>CCC	Amplification of P _{YINDT80}
YINDT80-PR	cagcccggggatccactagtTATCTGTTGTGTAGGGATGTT<br>TTTTTC	Amplification of P _{YINDT80}
YINDT80-TF	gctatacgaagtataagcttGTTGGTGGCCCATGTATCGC	Amplification of T _{YINDT80}
YINDT80-TR	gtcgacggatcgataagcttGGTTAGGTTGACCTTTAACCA<br>GTAAA	Amplification of T _{YINDT80}
YINDT80-5CK	CGGTAAGAGCAACTGTGCTCTTG	Checking <i>Yindt80</i> Δ deletion
YINDT80-3CK	CACCAAGTCTGGTGTATGCCTCCG	Checking <i>Yindt80</i> Δ deletion
YINDT80-F	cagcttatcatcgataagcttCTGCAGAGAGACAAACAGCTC<br>AA	Amplification of <i>YINDT80</i>
YINDT80-R	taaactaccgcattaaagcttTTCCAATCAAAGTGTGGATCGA	Amplification of <i>YINDT80</i>
YINGT1-PF	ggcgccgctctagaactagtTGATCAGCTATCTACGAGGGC<br>TATT	Amplification of P _{YINGT1}
YINGT1-PR	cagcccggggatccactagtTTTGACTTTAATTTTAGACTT<br>GTTAGGTTC	Amplification of P _{YINGT1}
YINGT1-TF	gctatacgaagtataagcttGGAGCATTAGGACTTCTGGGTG	Amplification of T _{YINGT1}
YINGT1-TR	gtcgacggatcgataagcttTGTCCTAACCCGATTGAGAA	Amplification of T _{YINGT1}
YINGT1-5CK	TATCGAGAGTGCAGTAAGCCAG	Checking <i>Ylngt1</i> Δ deletion
YINGT1-3CK	CTCCTCGTGGCTACATGGTCATG	Checking <i>Ylngt1</i> Δ deletion
YINGT1-F	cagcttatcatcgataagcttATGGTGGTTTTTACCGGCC	Amplification of <i>YINGT1</i>

YINGT1-R	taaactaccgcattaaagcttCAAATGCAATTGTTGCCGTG	Amplification of <i>YINGT1</i>
YINAG5-PF	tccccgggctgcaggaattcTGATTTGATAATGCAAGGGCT<br>TG	Amplification of <i>P_{YINAG5}</i>
YINAG5-PR	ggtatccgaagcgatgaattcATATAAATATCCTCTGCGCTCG<br>ATG	Amplification of <i>P_{YINAG5}</i>
YINAG5-TF	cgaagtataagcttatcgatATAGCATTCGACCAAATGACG<br>A	Amplification of <i>T_{YINAG5}</i>
YINAG5-TR	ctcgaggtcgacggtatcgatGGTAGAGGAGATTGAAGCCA<br>GGG	Amplification of <i>T_{YINAG5}</i>
YINAG5-5CK	TCCATAGCCCGGTGGCTGCCTTG	Checking <i>Ylnag5Δ</i> deletion
YINAG5-3CK	TTCAGAGACGCCACTTGTAACAG	Checking <i>Ylnag5Δ</i> deletion
YINAG5-F	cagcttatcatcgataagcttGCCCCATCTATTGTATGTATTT<br>G	Amplification of <i>YINAG5</i>
YINAG5-R	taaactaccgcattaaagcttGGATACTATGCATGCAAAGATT<br>GAA	Amplification of <i>YINAG5</i>
YIDAC1-PF	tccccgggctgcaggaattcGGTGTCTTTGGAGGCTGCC	Amplification of <i>P_{YIDAC1}</i>
YIDAC1-PR	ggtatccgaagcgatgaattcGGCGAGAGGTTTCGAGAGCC	Amplification of <i>P_{YIDAC1}</i>
YIDAC1-TF	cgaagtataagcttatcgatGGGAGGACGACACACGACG	Amplification of <i>T_{YIDAC1}</i>
YIDAC1-TR	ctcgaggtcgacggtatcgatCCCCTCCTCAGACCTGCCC	Amplification of <i>T_{YIDAC1}</i>
YIDAC1-5CK	TCGTGATCGTCTCCAAAGGC	Checking <i>Yldac1Δ</i> deletion
YIDAC1-3CK	ACCCAACCCGAGTATTGACG	Checking <i>Yldac1Δ</i> deletion
YIDAC1-F	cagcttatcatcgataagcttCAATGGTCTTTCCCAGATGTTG<br>A	Amplification of <i>YIDAC1</i>
YIDAC1-R	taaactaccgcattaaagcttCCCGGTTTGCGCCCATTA	Amplification of <i>YIDAC1</i>
YINAG1-PF	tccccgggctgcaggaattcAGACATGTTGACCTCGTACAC<br>TAAATT	Amplification of <i>P_{YINAG1}</i>
YINAG1-PR	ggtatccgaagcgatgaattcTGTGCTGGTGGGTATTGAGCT	Amplification of <i>P_{YINAG1}</i>
YINAG1-TF	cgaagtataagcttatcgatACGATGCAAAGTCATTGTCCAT<br>C	Amplification of <i>T_{YINAG1}</i>
YINAG1-TR	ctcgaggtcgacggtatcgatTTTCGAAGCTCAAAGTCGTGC	Amplification of <i>T_{YINAG1}</i>
YINAG1-5CK	GAGGAATAGTATCGCGACTCGT	Checking <i>Ylnag1Δ</i> deletion
YINAG1-3CK	GGCCGTTTTTCGAAGCTCAA	Checking <i>Ylnag1Δ</i> deletion
YINAG1-F	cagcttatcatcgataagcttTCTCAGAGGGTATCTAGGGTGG<br>C	Amplification of <i>YINAG1</i>
YINAG1-R	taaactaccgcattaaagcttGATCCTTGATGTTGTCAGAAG<br>G	Amplification of <i>YINAG1</i>
<i>P_{YINGT1}</i> -F	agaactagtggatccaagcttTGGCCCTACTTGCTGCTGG	Amplification of <i>P_{YINGT1}</i><br>plus ATG
<i>P_{YINGT1}</i> -R	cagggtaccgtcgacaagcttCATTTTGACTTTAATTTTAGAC<br>TTGTTAGG	Amplification of <i>P_{YINGT1}</i><br>plus ATG
<i>P_{YINAG5}</i> -F	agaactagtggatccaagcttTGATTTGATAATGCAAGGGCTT<br>G	Amplification of <i>P_{YINAG5}</i><br>plus ATG
<i>P_{YINAG5}</i> -R	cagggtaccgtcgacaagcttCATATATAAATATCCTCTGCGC<br>TCG	Amplification of <i>P_{YINAG5}</i><br>plus ATG

P _{YIDAC1} -F	agaactagtggatcca <u>agctt</u> GGTGTCTTTGGAGGCTGCC	Amplification of P _{YIDAC1} plus ATG
P _{YIDAC1} -R	cagggtaccgtcgaca <u>agctt</u> CATGGCGAGAGGTTTCGAGA	Amplification of P _{YIDAC1} plus ATG
P _{YINAG1} -F	agaactagtggatcca <u>agctt</u> AGACATGTTGACCTCGTACAC TAAAT	Amplification of P _{YINAG1} plus ATG
P _{YINAG1} -R	cagggtaccgtcgaca <u>agctt</u> CATTGTGCTGGTGGGTATTGA G	Amplification of P _{YINAG1} plus ATG
YALI0C23452-GFPF	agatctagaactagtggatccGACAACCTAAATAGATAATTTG ATGTGTATAGA	Amplification of YALI0C23452 ¹⁻⁷⁹⁴
YALI0C23452-GFPR	accgtcgacaagctt <u>ggatcc</u> CTCGGGAGTGTTACTTCCACC	Amplification of YALI0C23452 ¹⁻⁷⁹⁴
YALI0E18722-GFPF	agatctagaactagt <u>ggatcc</u> GTCCATACAGACAACCGATAT CTTCG	Amplification of YALI0E18722 ¹⁻⁶⁰⁸
YALI0E18722-GFPR	accgtcgacaagctt <u>ggatcc</u> CTGGGCAACGGTGGTG C	Amplification of YALI0E18722 ¹⁻⁶⁰⁸
YALI0A00176-GFPF	agatctagaactagt <u>ggatcc</u> TGTTTCTGGATACTTCATCACT TCG	Amplification of YALI0A00176 ¹⁻⁸²⁵
YALI0A00176-GFPR	accgtcgacaagctt <u>ggatcc</u> GTCGGAAGGCACGGGC	Amplification of YALI0A00176 ¹⁻⁸²⁵
YIWOR4-OF	caggaattcgatatca <u>agctt</u> ATGTATATAGATATATATATAT CAATGGCTCACG	Amplification of YIWOR4 ORF
YIWOR4-OR	gtcgacggtatcgata <u>agctt</u> CATAGGGTCTAGATCAGGGAC GTT	Amplification of YIWOR4 ORF
YICBF1-OF	caggaattcgatatca <u>agctt</u> ATGGACCTCAAATCAATTGTGT TG	Amplification of YICBF1 ORF
YICBF1-OR	gtcgacggtatcgata <u>agctt</u> CACTGTACAGGTGCCAGTACA TACC	Amplification of YICBF1 ORF
LexA-HF	caggaattcgatatca <u>agctt</u> ATGAAAGCGTTAACGGCCAG	Amplification of <i>lexA</i> (a.a. 1-87)
LexA-HR	gtcgacggtatcgata <u>agctt</u> TGGTTCACCGGCAGCCAC	Amplification of <i>lexA</i> (a.a. 1-87)
LexA-YIREP1-F	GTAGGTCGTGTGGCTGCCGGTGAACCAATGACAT CACCACATTTTGATGACTCCGG	Overlapping PCR fusion of <i>lexA</i> (a.a. 1-87) and YIREP1
YIREP1-LexA-R	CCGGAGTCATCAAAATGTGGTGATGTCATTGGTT CACCGGCAGCCACACGACCTAC	Overlapping PCR fusion of <i>lexA</i> (a.a. 1-87) and YIREP1
YIREP1-HR	gtcgacggtatcgata <u>agctt</u> GGCCGGTCTTTTGGCCGG	Amplification of LexA-YIREP1 ORF
LexA-YINGS1-F	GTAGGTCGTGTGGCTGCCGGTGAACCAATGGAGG AATTATCGGAGGCGGAACG	Overlapping PCR fusion of <i>lexA</i> (a.a. 1-87) and YINGS1
YINGS1-LexA-R	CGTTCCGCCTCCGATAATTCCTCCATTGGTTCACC GGCAGCCACACGACCTAC	Overlapping PCR fusion of <i>lexA</i> (a.a. 1-87) and YINGS1
YINGS1-HR	gtcgacggtatcgata <u>agctt</u> GCGCCATCGGGGTGGTG	Amplification of LexA-

		YINGSI ORF
P _{YI^{ACT1}} -F	ACAATGTGCTGGCATTACTTGTGCTGGC	Amplification of YI ^{ACT1} promoter
P _{YI^{ACT1}} -R	TAATTTGTGTGGTTGTTGGTAGCAAAGAG	Amplification of YI ^{ACT1} promoter
YINGS1-ADF	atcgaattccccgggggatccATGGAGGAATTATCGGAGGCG	Amplification of YINGSI ORF for yeast two-hybrid
YINGS1-ADR	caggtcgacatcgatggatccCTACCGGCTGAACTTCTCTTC<br>C	Amplification of YINGSI ORF for yeast two-hybrid
YINGS1-BDF	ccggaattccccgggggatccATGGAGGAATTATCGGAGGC<br>G	Amplification of YINGSI ORF for yeast two-hybrid
YINGS1-BDR	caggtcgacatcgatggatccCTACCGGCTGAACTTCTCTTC<br>C	Amplification of YINGSI ORF for yeast two-hybrid
YIREP1-ADF	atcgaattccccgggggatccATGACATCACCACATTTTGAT<br>GACT	Amplification of YI ^{REP1} ORF for yeast two-hybrid
YIREP1-ADR	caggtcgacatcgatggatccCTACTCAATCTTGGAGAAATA<br>CTTTTCG	Amplification of YI ^{REP1} ORF for yeast two-hybrid
YIREP1-BDF	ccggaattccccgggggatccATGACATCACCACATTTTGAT<br>GACT	Amplification of YI ^{REP1} ORF for yeast two-hybrid
YIREP1-BDR	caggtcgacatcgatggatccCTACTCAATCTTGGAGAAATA<br>CTTTTCG	Amplification of YI ^{REP1} ORF for yeast two-hybrid
YIREP1-N200-ADR	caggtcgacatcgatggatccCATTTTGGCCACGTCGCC	Amplification of YI ^{REP1} ⁻²⁰⁰ for yeast two-hybrid
YIREP1-N200-BDR	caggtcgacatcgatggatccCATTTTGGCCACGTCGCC	Amplification of YI ^{REP1} ⁻²⁰⁰ for yeast two-hybrid
YIREP1-N376-ADR	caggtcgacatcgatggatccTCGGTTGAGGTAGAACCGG	Amplification of YI ^{REP1} ⁻³⁷⁶ for yeast two-hybrid
YIREP1-N376-BDR	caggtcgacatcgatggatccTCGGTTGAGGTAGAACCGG	Amplification of YI ^{REP1} ⁻³⁷⁶ for yeast two-hybrid
YIREP1-C377-ADF	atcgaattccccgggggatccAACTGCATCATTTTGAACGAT<br>GG	Amplification of YI ^{REP1} ³⁷⁷⁻⁴⁹⁴ for yeast two-hybrid
YIREP1-C377-BDF	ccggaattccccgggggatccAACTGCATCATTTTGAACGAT<br>GG	Amplification of YI ^{REP1} ³⁷⁷⁻⁴⁹⁴ for yeast two-hybrid
YINGT1-qF	TGACTGGTCCGACTCTCGAT	qPCR for YINGT1
YINGT1-qR	AGCAGAGTTGGAAAGGGCTC	qPCR for YINGT1
YINAG5-qF	TTCGAGACCCACTTTGCCTC	qPCR for YINAG5
YINAG5-qR	TTGATGCCTGTGCCGAGAAT	qPCR for YINAG5
YIDAC1-qF	TTGGTATTACGTCGAGGGC	qPCR for YIDAC1
YIDAC1-qR	TGATGACACGGACGTTCTGG	qPCR for YIDAC1
YINAG1-qF	CGACAGGTGTTTCTGGACGA	qPCR for YINAG1
YINAG1-qR	GGCAAAGCCAAAGGCAAGAA	qPCR for YINAG1
GAPDH-qF	CCGAGTCCCTACCGTTGATG	qPCR for GAPDH

GAPDH-qR	TCATGGTGGCCTTGATGTCC	qPCR for <i>GAPDH</i>
YIWOR4-qF	CTGCCGCTCAACAAAAACCA	qPCR for <i>YIWOR4</i>
YIWOR4-qR	TGCCATAGGCCTTGGAACAG	qPCR for <i>YIWOR4</i>
MHY1-qF	TCGAGTATGCACACGACGAG	qPCR for <i>MHY1</i>
MHY1-qR	TCGAGAGGCGAGTAAGTGGA	qPCR for <i>MHY1</i>
YICBF1-qF	ACCAGACACTGAACACAGCC	qPCR for <i>YICBF1</i>
YICBF1-qR	TAGGGCAGCCATGGACTTTG	qPCR for <i>YICBF1</i>
YIAAF2-qF	GCTACTCTGCGCCACAAAAC	qPCR for <i>YIAAF2</i>
YIAAF2-qR	GGTGAACCTTGACCGGTAGG	qPCR for <i>YIAAF2</i>
YALI0F07535-qF	ACTCCCTCTCTGACGCTGAT	qPCR for <i>YALI0F07535</i>
YALI0F07535-qR	CAAGGCCGATGGCAATAACG	qPCR for <i>YALI0F07535</i>
YALI0E18722-qF	AGATCTGCTGCGGTTTGTCA	qPCR for <i>YALI0E18722</i>
YALI0E18722-qR	AAGCAACAGCATCGGAGGAA	qPCR for <i>YALI0E18722</i>
YALI0C23452-qF	TGCGACACTACCACCACTTC	qPCR for <i>YALI0C23452</i>
YALI0C23452-qR	GAAGTAGTGGGCACAGGCTT	qPCR for <i>YALI0C23452</i>
YALI0A00176-qF	ACCCCTACCCCCACTGATAC	qPCR for <i>YALI0A00176</i>
YALI0A00176-qR	GAGTGGTTCCGAGCTCAACA	qPCR for <i>YALI0A00176</i>
YALI0F21857-qF	AACGTGCCCAACTGTACCAA	qPCR for <i>YALI0F21857</i>
YALI0F21857-qR	GGAGAGACGGCAGTGTTGAA	qPCR for <i>YALI0F21857</i>
YALI0E31108-qF	ACGGTAAGCCCGTTGAGTTT	qPCR for <i>YALI0E31108</i>
YALI0E31108-qR	CGAATCGGGGAACGTAGAGG	qPCR for <i>YALI0E31108</i>
YALI0E20823-qF	CGTCTGCCTACGCTACTCTG	qPCR for <i>YALI0E20823</i>
YALI0E20823-qR	GATGACGGCCGATCCATCTT	qPCR for <i>YALI0E20823</i>

Note: Gene sequences are written in capital letters. Restriction sites used for cloning are underlined.

How the deposited data were processed for this re-analysis (not part of the article)

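The measurements were RNA-Seq counts from 12 libraries of *Y. lipolytica* grown in liquid GlcNAc medium at 30 °C to an OD600 of about 0.8: 3 of wild-type cells with the empty vector, and 3 each of wild-type, Yl*rep1*Δ and Yl*ngs1*Δ cells with the 4NAG plasmid. Conditions and replicate numbers came from the sample labels and the paper. The authors deposited whole-number counts of reads per gene and FPKM values; the labels' processing notes name TopHat2 2.1.1, Cufflinks 2.2.1 and a mouse genome build, and the counting program, annotation and filters are not given in the sources used here. The deposited FPKM values were used only for relative gene lengths. All 12 count columns were mapped to a sample. The tables list 6400 genes, of which 24 are not in every table, none of those with more than 20 counts in a library; a gene missing from a table was taken as 0.

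From the counts, 4 comparisons of 3 libraries against 3 were made with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM, filterByExpr). Calls needed a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change, as in the paper's methods. Levels are CPM, counts scaled to library size by TMM. Per-library ratios of the deleted genes carry 95% exact Poisson intervals, which cover counting error only. With totals between 15667204 and 22650213 counts, the spread between mutant replicates, not depth, limited precision: chi-square per degree of freedom between replicates was 7.37 to 14.4 in the wild-type groups and 61.6 to 425.5 in the mutants, so no library was a duplicate of another of its own group.

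The test was tried on simulated data with the real means and library sizes and 100 genes changed by each of 2 sizes. For a log2 change of 1.5 it recovered 95 of 100 genes for Yl*rep1*Δ against wild type (6041 genes), 96 for Yl*ngs1*Δ against wild type (6040 genes), 87 between the mutants (6016 genes) and 100 for 4NAG against vector (6043 genes); for a log2 change of 3 it recovered 100, 100, 99 and 100. Unchanged genes called were 12, 2, 7 and 0. The simulated groups shared a single dispersion per gene, the libraries were independent, and only genes with a mean over 2 CPM were changed. In the comparisons with wild type, the wider spread of the real mutant libraries was not simulated. Between the mutants, the resemblance of libraries across strains was not simulated. The recovered shares therefore need not hold for the real data.

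The alternatives chosen before the deposited counts were examined were DESeq2 1.42.0, DESeq2's size factors in edgeR, no filter or a stricter filter on low counts (mean of 10), an unadjusted p, no fold threshold, all 12 libraries in a single fit, the replicate number as a block, limma 3.58.1 with sample quality weights, and leaving out each replicate. The values of Tables S1 and S2, which include counts of called genes in these libraries, had been read by then. DESeq2 with an unadjusted p, and both mutants without replicate 3, were added after seeing the data. Overlap between the mutants was set beside 20 simulations of unchanged groups, in which the shared wild-type libraries were simulated as well. Simulated wild-type and mutant libraries had the same dispersion per gene, unlike the real ones. Figures were drawn in Python 3.11.15.

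Named genes were fixed by a rule: every gene the paper names for this experiment, the 10 largest rises and 10 largest falls in each mutant comparison and the 5 largest each way in the other comparisons, among called genes with a mean count of at least 20 in the higher group and no overlap between groups. The values of Tables S1 and S2 had been read before the rule was written. Gene names come from the paper and its Tables S1 and S2, where many are matches to another species. The planned tests of gene lists by description, and the genes *NGT1*, *NAG1*, *ACT1* and GAPDH, were not used here.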

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

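The comparison of 4NAG with vector, the correction for gene length and expression level and the counts over other splits were set before the results were seen. The other tests in this part were chosen after.

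The paper reports no RNA-Seq comparison of wild-type cells with 4NAG against wild-type cells with the empty vector. In that comparison 11 genes were called higher and 0 lower by edgeR (26 and 4 at an unadjusted p under 0.05). With an adjusted p under 0.05 and no fold threshold 377 were higher and 261 lower. YALI0E22088 rose by a log2 fold change of 1.40 (standard error 0.08, adjusted p = 8.42e-08 from edgeR's quasi-likelihood test), YALI0E33891 by 1.37, and YALI0F02211, weakly similar to a dienoyl-CoA reductase, by 1.31. YALI0F02211 was lower than in wild-type cells with 4NAG in Yl*rep1*Δ (log2 fold change −2.97) and in Yl*ngs1*Δ (−3.11). Both calls were lost without wild-type replicate 1, 2 or 3 and without replicate 2 of the mutant. In the fit of all 12 libraries 0 genes were called. Of the 10 splits of these libraries, 1 called as many genes as the real one, which called 11 (highest other 0). With 10 splits a share under 0.05 cannot be reached. The other splits mix both conditions in each group, which widens the spread within groups, so their 0 decides nothing.

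The first pattern is that reads of the deleted gene were present in libraries of its own strain, from 14.0% to 82.5% of the wild-type level in 5 of 6 libraries. A part of the gene left in the strain would give a similar share in each library of that strain, but the highest share was at least 5.89 times the lowest in both strains. RNA with the expression of wild-type cells with 4NAG, mixed in at the share of the deleted gene, would keep other genes above that share: 6, 47, 7 and 10 of 4299 genes in Yl*rep1*Δ replicates 1 and 3 and Yl*ngs1*Δ replicates 2 and 3 lay below 50% of it, against at most 0, 4, 0 and 0 in the vector libraries (the smallest, 6, is just over the bound of 5), and 2 against 0 in Yl*rep1*Δ replicate 2, which leaves that library open. Tested over these 5 libraries together, as first set, this did not decide; they were divided at a share of 20% after the counts were seen, and wild-type cells that express other genes differently stay open for all 5. Against a wild-type library, grown like the others, under the label of Yl*rep1*Δ replicate 3 stands its median position between Yl*rep1*Δ replicates 1 and 2 (0) and wild-type cells with 4NAG (1), over 431 genes called without it: 0.690, against 0.936 to 1.02 in the 6 wild-type libraries, a test added, with its own position known, after a first test had not decided (10 genes at least 4-fold from the wild-type mean, against 0 in each wild-type library, which equals but does not exceed the bound of 10).

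The second pattern is that libraries of one mutant resembled libraries of the other: 4 of the 6 mutant libraries correlated best, over log2 changes from wild-type cells with 4NAG, with a library of the other strain (r = 0.939 for Yl*rep1*Δ replicate 2 and Yl*ngs1*Δ replicate 1). After correction for gene length and expression level, with lengths for 96.4% of genes, which removed 2.93% to 12.8% of the variance of a library's changes and moved the correlations little, the number was 5, of which Yl*ngs1*Δ replicate 3 hardly counts (r = 0.8764 with the other strain, 0.8761 with its own) and the other 4 were 0.933 or 0.945 against at most 0.876 within the strain, which argues against such a bias as the whole cause. Labels exchanged between the strains would put Yl*NGS1* in some Yl*ngs1*Δ library at the level of Yl*rep1*Δ libraries, and 0 of 3 reached it; Yl*REP1* in Yl*rep1*Δ replicate 3 (82.5% of wild type) did lie at the level of Yl*ngs1*Δ replicate 1 (82.6%), but Yl*NGS1* there stood at 95.5%, against at most 46.7% in Yl*ngs1*Δ libraries. A culture day or library batch shared across strains cannot be told apart from other causes, since neither the labels nor the paper gives one. A shared response to loss of either protein, which the design names, is untested as a part of the cause. With the same size in each library it would not make libraries more alike across strains than within one. The 4 libraries that were so argue against it as the whole cause. The split of Yl*rep1*Δ replicate 1 and Yl*ngs1*Δ replicates 2 and 3 from the other mutant libraries called 304 genes, which points to a structure of the samples.

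Other splits of the samples were counted for the remaining comparisons, 10 for each, too few for a share under 0.05. Yl*rep1*Δ against wild type called 84 genes in the real split and at most 0 in the others, and Yl*ngs1*Δ against wild type 463 and at most 0, so that 1 split was as large in each. The other splits put mutant and wild-type libraries into both groups. A difference between the strains then widens the spread within groups, so a count near 0 there was to be foreseen and decides nothing. The mutants against each other called 0 genes in the real split and up to 304 in the others, so that all 10 were as large.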

How the results depend on the processing

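No named gene changed direction where it was called, under any alternative, but 153 log2 fold changes of named genes that were called neither in the main fit nor in the alternative changed sign (65 genes and comparisons, as YALI0E22088 in Yl*rep1*Δ, which went from −0.28 to 0.14 without replicate 1), as did 3 untested values, all positions near 0 of Yl*ngs1*Δ replicates 1 and 2 between the other libraries of the strain and wild type. The causes of the changes below were not tested. Leaving out a library leaves fewer samples, but that alone would not raise the genes higher in Yl*rep1*Δ from 64 to 269, as without its replicate 3. Limma's quality weights there were 2.64 to 3.09 for wild-type and 0.334 to 0.372 for Yl*rep1*Δ libraries, an unequal spread that edgeR's single dispersion per gene does not separate. In 459 recomputations of summary values, a tested value kept its side of the threshold, a count stayed within 1.5 times or a value without a test moved by less than 1 SD (between replicates, or between the fits without a replicate for the correlation), though 17 of the 59 values without a test moved by more than 1.5 times or changed sign, as the position of Yl*rep1*Δ replicate 1 did (0.484; 0.258 over higher genes and 0.976 over lower genes), against 155 counts or values that moved further, 8 values that newly passed and 2 that no longer passed. For single named genes 5423 values kept their side, 365 newly passed and 237 no longer passed, beside the 153 above. DESeq2's size factors and the filters on low counts moved no summary count by more than 1.5 times. DESeq2 with an unadjusted p and both mutants without replicate 3 were chosen after seeing the data. The limit is the spread between mutant libraries rather than depth.

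For genes higher in Yl*rep1*Δ (64) DESeq2 gave 220, an unadjusted p 244, all 12 libraries 169, quality weights 140, DESeq2 with an unadjusted p 254, both mutants without replicate 3 269, and leaving out single replicates 1 to 269. For lower genes (20) the same settings gave 87, 110, 49, 73, 122, 163 and 0 to 163, and no fold threshold 37. For Yl*ngs1*Δ higher genes (324), no fold threshold gave 662 and single replicates left out 177 to 385; for lower genes (139), no fold threshold gave 414, quality weights 210, both mutants without replicate 3 232, and single replicates left out 71 to 232. Between the mutants (0 and 0), an unadjusted p gave 15 and 13 and DESeq2 with an unadjusted p 21 and 22. For 4NAG against vector, higher genes (11) were 26 at an unadjusted p, 377 with no fold threshold, 0 in all 12 libraries and 27 by DESeq2 with an unadjusted p, and lower genes (0) were 4, 261 with no fold threshold, 5 by DESeq2 with an unadjusted p and 0 to 3 with single replicates left out.

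Genes higher in both mutants (60) were 206 by DESeq2, 226 at an unadjusted p, 164 in all 12 libraries, 124 with quality weights, 237 by DESeq2 with an unadjusted p, 251 for both mutants without replicate 3 and 1 to 235 with single replicates left out; genes lower in both (18) were 67, 78, 43, 58, 88, 140 and 0 to 103, and 35 with no fold threshold. The correlation of fold changes (0.916) was 0.756 without Yl*rep1*Δ replicate 1 and 0.814 without Yl*ngs1*Δ replicate 1, and at most 0.948 with single replicates left out.

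Of the 17 transcription factor genes, those higher in Yl*rep1*Δ (4) were 15 by DESeq2, 17 at an unadjusted p, 13 in all 12 libraries, 13 with quality weights, 17 by DESeq2 with an unadjusted p, 13 for both mutants without replicate 3 and 0 to 13 with single replicates left out; those at least 5-fold (3) were 5 for both mutants without replicate 3 and 0 to 6; those higher in Yl*ngs1*Δ (14) were 9 to 15. Of the 15 cell wall protein genes, those higher in Yl*rep1*Δ (7) were 15 by DESeq2, 15 at an unadjusted p, 14 in all 12 libraries, 12 with quality weights, 15 by DESeq2 with an unadjusted p, 15 for both mutants without replicate 3 and 0 to 15; those at least 5-fold (6) were 0 to 7. Of the 9 genes listed as lower (0) the counts were 6, 8, 1 in all 12 libraries, 3 with quality weights, 9, 8 and 0 to 8, and those at least 5-fold lower (0) were 1 at an unadjusted p, 1 by DESeq2 with an unadjusted p, 3 for both mutants without replicate 3 and 0 to 3.

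Of the genes of Table 3 for Yl*ngs1*Δ alone, those higher in Yl*ngs1*Δ (19) were 8 to 18 with single replicates left out, and those higher in Yl*rep1*Δ (0) were 2 by DESeq2, 2 at an unadjusted p, 1 with no fold threshold, 3 by DESeq2 with an unadjusted p, 9 for both mutants without replicate 3 and 0 to 9. Of the 3 genes for Yl*rep1*Δ alone, those higher in Yl*rep1*Δ (0) were 1 by DESeq2, 3 at an unadjusted p, 1 with quality weights, 3 by DESeq2 with an unadjusted p and 0 to 1; in Yl*ngs1*Δ (0) they were 1, 2, 2, 1 for both mutants without replicate 3 and 0 to 1. Of these genes 1 differed between the mutants at an unadjusted p and 1 by DESeq2 with an unadjusted p. Neighbours of Yl*REP1* called (0) were 1 with quality weights and 0 to 1, and those of Yl*NGS1* (1) were 2 with no fold threshold and 0 to 1. The log2 fold change of Yl*REP1* passed with quality weights (−1.78), by DESeq2 with an unadjusted p (−1.29) and without Yl*rep1*Δ replicate 3 (−2.34; −2.34 to −0.88 with single replicates left out), that of Yl*NGS1* with quality weights (−2.27) and without Yl*ngs1*Δ replicate 1 (−1.52; −3.16 to −1.52 with single replicates left out), Yl*NAG5* in Yl*ngs1*Δ with no fold threshold (0.75) and Yl*DAC1* in 4NAG against vector with no fold threshold (0.26). The log2 fold change of Yl*DAC1* in Yl*ngs1*Δ no longer reached 2-fold without wild-type replicate 2 (−0.997) or Yl*ngs1*Δ replicate 1 (−0.997), and was −1.12 to −0.997 with single replicates left out.

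The samples were not treated as paired by replicate number, since nothing in the paper or labels says that a number marks a shared batch or day. Computed afterwards, the correlations of same-numbered deviations were in no comparison all over 0.1. With the replicate number as a block, 74 and 27 genes were called for Yl*rep1*Δ, 287 and 142 for Yl*ngs1*Δ, 0 and 0 between the mutants and 12 and 0 for 4NAG against vector, and 2 of the 9 cell wall protein genes listed as lower. In the comparison of 4NAG with vector each replicate correlated best with its own number (r = 0.0524, 0.0778 and 0.0741, against at most −0.0193 with another number), so a weak pairing stays open there. The planned tests of gene lists by description were not run. The mean raw counts of the 17 transcription factor genes in Yl*rep1*Δ moved by more than 1.5 times only without replicate 2, as for *MHY1* (5114), which had 2567.5.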

Differences from the paper's values

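The paper's methods give an adjusted P under 0.05 and its Results a P under 0.05, both with at least 2-fold; the values here use the adjusted p. In the paper's own tables, 80 of the 213 higher and 79 of the 114 lower genes in Yl*rep1*Δ, and 271 of the 362 and 169 of the 194 in Yl*ngs1*Δ, have the paper's adjusted P under 0.05. Alternatives below were set before the deposited counts were examined, but with the values of Tables S1 and S2 read, unless said otherwise.

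In Yl*rep1*Δ 84 genes were called, and the paper's number is 327. Within 1.5 times of the paper's number were DESeq2 (307), the unadjusted p (354), the fit of all 12 libraries (218), and the fits without Yl*rep1*Δ replicate 1 (294) or 3 (432); the others were not. Higher genes were 64 against the paper's 213, with 220, 244, 169, 150 and 269 under those settings, and lower genes 20 against the paper's 114, with 87 by DESeq2, 110 at an unadjusted p, and 144 and 163 without Yl*rep1*Δ replicate 1 or 3. DESeq2 with an unadjusted p, chosen after seeing the values, gave 254 and 122 and dropped 0 of the paper's 213 and 4 of its 114 genes.

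Genes higher in both mutants were 60 against the paper's 188, with 206 by DESeq2, 226 at an unadjusted p, 164 in all 12 libraries and 235 without Yl*rep1*Δ replicate 3. As a share of the genes higher in Yl*ngs1*Δ this was 18.5% against the paper's 51.9%, with 54.2%, 58.2%, 48.7% and 72.5% under those settings and 35.8% without Yl*rep1*Δ replicate 1. Genes lower in both were 18 against the paper's 89, with 67 by DESeq2, 78 at an unadjusted p and 103 without Yl*rep1*Δ replicate 3. The others did not come within 1.5 times. DESeq2 with an unadjusted p gave 237 and 88 and both mutants without replicate 3 gave 251 higher genes, both chosen after seeing the values. The first drops the genes given above and the second drops 31 of the paper's 213 and 34 of its 114 genes in Yl*rep1*Δ.

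Of the transcription factor genes of Table 2, 4 were called higher in Yl*rep1*Δ against the paper's 17; DESeq2 gave 15, the unadjusted p 17, all 12 libraries 13, quality weights 13, and the fits without Yl*rep1*Δ replicate 1 or 3 12 and 13. Of the cell wall protein genes, 7 were called higher against the paper's 15; the same settings gave 15, 15, 14, 12, 10 and 15. Of those listed as lower, 0 were called against the paper's 9, with 6 by DESeq2, 8 at an unadjusted p and 8 without Yl*rep1*Δ replicate 3; DESeq2 with an unadjusted p, chosen after seeing the values, gave 9, and 17 and 15 for the lists above, and both mutants without replicate 3, also chosen after, gave 13, 15 and 8. At least 5-fold lower were 0 against the paper's 1, with 1 at an unadjusted p, 3 without Yl*rep1*Δ replicate 3 and, chosen after seeing the values, 1 by DESeq2 with an unadjusted p and 3 for both mutants without replicate 3. The alternatives not named for a list gave lower numbers.

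The paper lists Yl*REP1* as lower in Yl*rep1*Δ and Yl*NGS1* as lower in Yl*ngs1*Δ; their log2 fold changes were −1.30 and −2.10, against the paper's −1.29 and −2.10, but neither was called. Yl*REP1* was called with quality weights, by DESeq2 with an unadjusted p (chosen after seeing the values) and without Yl*rep1*Δ replicate 3, and Yl*NGS1* with quality weights and without Yl*ngs1*Δ replicate 1. The other genes Table 2 lists as lower transcription factors were also not called in Yl*rep1*Δ, though YALI0C17017 was by DESeq2 and both were at an unadjusted p. The 3 genes Table 3 lists for Yl*rep1*Δ alone were called at an unadjusted p, with edgeR or DESeq2 (the latter chosen after seeing the values), and YALI0C19151 also by DESeq2, with quality weights and without Yl*rep1*Δ replicate 1. *MHY1* was called in Yl*rep1*Δ by DESeq2, at an unadjusted p, in all 12 libraries, with the replicate number as a block, with quality weights and without Yl*rep1*Δ replicate 1, 2 or 3. Among the transcription factor genes shared by both mutants, the paper names Yl*WOR4*, *MHY1*, Yl*CBF1*, Yl*AAF2* and YALI0E03410 as those with the highest read counts. By mean raw count in Yl*rep1*Δ, *MHY1* was highest, and YALI0F16511 (1395) and *HOY1* (1257) lay above Yl*AAF2* (736), Yl*WOR4* (595), YALI0E03410 (444) and Yl*CBF1* (336). Without Yl*rep1*Δ replicate 2 the means of *MHY1*, Yl*AAF2* and Yl*CBF1* fell by more than 1.5 times (to 2567.5, 471 and 194), with *MHY1* still highest and YALI0F16511 (1300.5) and *HOY1* (1268) still above the others named.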

Other observations

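Of the GlcNAc catabolic genes carried by the 4NAG plasmid, whose plasmid and chromosomal copies the counts do not tell apart, Yl*NAG5* (YALI0E20207) and Yl*DAC1* (YALI0E20163) could be matched. Yl*NAG5* had 786.1 ± 9.01 CPM in wild-type cells with the vector and 852.5 ± 15.6 CPM with 4NAG, and 1366 ± 194.7 and 1440 ± 231.3 CPM in Yl*rep1*Δ and Yl*ngs1*Δ (SD, n = 3). Its log2 fold changes of 0.66 in Yl*rep1*Δ (adjusted p = 0.0582 from edgeR's quasi-likelihood test) and 0.75 in Yl*ngs1*Δ (adjusted p = 0.0132 from the same test) were below 2-fold. Yl*DAC1* had 1104 ± 29.0 CPM in wild-type cells with the vector, 1321 ± 86.6 CPM with 4NAG and 957.9 ± 397.1 CPM (SD, n = 3) in Yl*rep1*Δ, where it was not called (log2 fold change −0.48, standard error 0.28, adjusted p = 0.334 from the same test), replicate 3 stood at 106.3% of the mean of wild-type cells with 4NAG, and without that replicate the log2 fold change was −0.88 (adjusted p = 0.0121), still below 2-fold. In Yl*ngs1*Δ it had 638.5 ± 37.7 CPM (SD, n = 3; log2 fold change −1.05, standard error 0.13, adjusted p = 0.00305 from the same test), a call that was lost without wild-type replicate 2 or Yl*ngs1*Δ replicate 1. Yl*GIG1* (YALI0F04466), related to a GlcNAc-induced gene of *C. albicans*, had log2 fold changes of −1.11 (adjusted p = 0.217) and −2.23 (adjusted p = 0.0678) in Yl*rep1*Δ and Yl*ngs1*Δ, and *NDT80* (YALI0B14773) 0.24 (adjusted p = 0.439) and 0.45 (adjusted p = 0.0932) from the same test, all short of the threshold.

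Yl*DAC1* and Yl*NAG5* have IDs next to Yl*NGS1*. Of 3 tested genes on each side, by ID order, 0 neighbours of Yl*REP1* and 1 neighbour of Yl*NGS1*, Yl*DAC1*, were called. The largest median log2 fold change of a chromosome was 0.03 in either mutant comparison.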
